# Associated Bacteria Affect Sexual Reproduction by Altering Gene Expression and Metabolic Processes in a Biofilm Inhabiting Diatom

**DOI:** 10.3389/fmicb.2019.01790

**Published:** 2019-08-02

**Authors:** Emilio Cirri, Sam De Decker, Gust Bilcke, Markus Werner, Cristina Maria Osuna-Cruz, Lieven De Veylder, Klaas Vandepoele, Oliver Werz, Wim Vyverman, Georg Pohnert

**Keywords:** pheromones, diatoms, bacterial exudates, cross-kingdom interactions, metabolomics, transcriptomics

## Abstract

Diatoms are unicellular algae with a fundamental role in global biogeochemical cycles as major primary producers at the base of aquatic food webs. In recent years, chemical communication between diatoms and associated bacteria has emerged as a key factor in diatom ecology, spurred by conceptual and technological advancements to study the mechanisms underlying these interactions. Here, we use a combination of physiological, transcriptomic, and metabolomic approaches to study the influence of naturally co-existing bacteria, *Maribacter* sp. and *Roseovarius* sp., on the sexual reproduction of the biofilm inhabiting marine pennate diatom *Seminavis robusta*. While *Maribacter* sp. severely reduces the reproductive success of *S. robusta* cultures, *Roseovarius* sp. slightly enhances it. Contrary to our expectation, we demonstrate that the effect of the bacterial exudates is not caused by altered cell-cycle regulation prior to the switch to meiosis. Instead, *Maribacter* sp. exudates cause a reduced production of diproline, the sexual attraction pheromone of *S. robusta*. Transcriptomic analyses show that this is likely an indirect consequence of altered intracellular metabolic fluxes in the diatom, especially those related to amino acid biosynthesis, oxidative stress response, and biosynthesis of defense molecules. This study provides the first insights into the influence of bacteria on diatom sexual reproduction and adds a new dimension to the complexity of a still understudied phenomenon in natural diatom populations.

## Introduction

Diatoms are among the most productive and ecologically relevant unicellular algae on Earth. Their high genetic diversity and adaptive potential allowed them to diversify into hundreds of genera and over 100,000 species, occurring in freshwater, marine, and soil habitats globally (Malviya et al., 2016). Moreover, they are a fundamental link in global biogeochemical cycles, contributing up to 20% of the total primary production on Earth (Field et al., 1998) and being key players in oceanic silica cycling. While planktonic diatoms have been extensively studied, benthic diatoms often also dominate primary production in biofilms in the photic zone and play an important role in regulating nutrient fluxes in and out of sediments (Smith and Underwood, 1998).

In recent years, it has become increasingly clear that diatoms engage in multiple interactions with bacteria (Amin et al., 2012; Seymour et al., 2017). Many of these are confined to the so-called phycosphere (Bell and Mitchell, 1972), a zone surrounding the microalgal cell where diffusion controls transport of exuded chemicals (Seymour et al., 2017). While some bacteria promote the growth of diatoms or show mutualistic behavior (Seymour et al., 2017), for example by releasing nutrients (Helliwell et al., 2014) or growth hormones (Amin et al., 2015), other microbes suppress diatom growth (Meyer et al., 2017) by the production of algicidal compounds (Wang and Seyedsayamdost, 2017) or growth inhibiting factors (van Tol et al., 2017; Stock et al., 2019). Therefore, diatom–bacteria interactions control nutrient cycling at the base of the foodweb and act as regulators of algal blooms (Riemann et al., 2000; Seymour et al., 2017). Because of this, studying these interactions is fundamental for understanding the ecological importance of diatoms in biogeochemical cycles, as well as their evolutionary history (Azam and Malfatti, 2007; Ramanan et al., 2016). Despite the relevance of diatom–bacteria relationships, studies to unravel the underlying molecular mechanisms remain scarce (Durham et al., 2017).

Recently, it was shown that some bacteria are able to interfere with sexual reproduction of the benthic diatom *Seminavis robusta* (Cirri et al., 2018), a motile pennate diatom inhabiting coastal biofilm communities. *S. robusta* has a heterothallic mating system in which, once the cell size drops below the sexual size threshold (SST), both mating types (MT^+^ and MT^–^) release different sex inducing pheromones (SIP^+^ and SIP^–^, respectively). These SIPs induce a temporary arrest in the cell cycle of the opposite mating type in G1 phase to synchronize the switch to gametogenesis (Frenkel et al., 2014a; Moeys et al., 2016). Moreover, SIP^+^ induces the production of an attraction pheromone by MT^–^ cells: a diketopiperazine consisting of two proline molecules called diproline (Gillard et al., 2013). This pheromone then attracts the MT^+^ cells, resulting in physical pairing of compatible cells and subsequent gametogenesis. Although diproline is stable in artificial seawater, in non-axenic cultures its concentration oscillates on a daily basis (Gillard et al., 2013; Frenkel et al., 2014b). It was recently shown that two bacteria associated with *S. robusta* (*Maribacter* sp. and *Roseovarius* sp.) are able to modulate extracellular diproline concentrations and that the exudates of both bacteria have different effects on the reproductive success of *S. robusta* (Cirri et al., 2018). Exudates of *Maribacter* sp. negatively affect the sexual reproduction of *S. robusta*, while *Roseovarius* sp. exudates slightly enhance it. Both bacterial isolates are able to degrade diproline, but only when severely nutrient-deprived. Experimental results suggest that bacterial metabolites interfere in a direct manner with the physiology of diatoms and attraction pheromone production, thereby influencing the reproductive success of *S. robusta*.

Here we combined physiological, metabolomic, and transcriptomic approaches to gain mechanistic insights into the effect of *Roseovarius* sp. and *Maribacter* sp. exudates on *S. robusta* and its sexual behavior. We analyzed the effect of both bacteria on the induced cell cycle arrest caused by SIP^+^, gene expression, and metabolic profiles in MT^–^ cells. We show that neither of the bacterial exudates affect cell cycle arrest but they both trigger an oxidative stress response in the diatom. Moreover, we show that *Maribacter* sp. affects the metabolism of several amino- and fatty acids and thereby indirectly influences diproline production. *Roseovarius* sp. enhances the expression of enzymes that synthetize precursors of the attraction pheromone.

## Materials and Methods

### Strains and Culture Conditions

*Seminavis robusta* strains 85A (MT^+^) (BCCM: DCG0105) and 84A (MT^–^) (BCCM: DCG0104) were obtained from the diatom culture collection of the Belgian Coordinated Collection of Micro-organisms (BCCM/DCG^1^). Cultures of both mating types were grown separately under a 12 h:12 h dark/light regime (cool white light at an intensity of 50 μmol m^–2^ s^–1^) at 18°C in Guillard’s F/2 medium (Guillard, 1975). This medium was prepared by autoclaving 34.5 g/L Tropic Marin^®^ BIO-ACTIF sea salt (Tropic Marin^®^, Wartenberg, Germany) and supplementing it with 20 mL/L Guillard’s (F/2) Marine Water Enrichment Solution (Sigma–Aldrich). Axenic cultures were prepared following the protocol of Cirri et al. (2018).

Stock cultures of *Roseovarius* sp. and *Maribacter* sp. isolated from *S. robusta* (for the method, see Cirri et al., 2018) were grown in Difco^TM^ Marine Broth medium at room temperature for 3 days before the experiment. Then 25 mL of the bacterial culture was transferred to a 50 mL Falcon tube, centrifuged for 3 min at 6,000 × *g*, washed three times with minimal medium (F/2 medium with 5 g/L glucose, 5 mL/L glycerol, and 1.5 g/L NH_4_NO_3_), and transferred to 500 mL of minimal medium. The cultures were grown for 10 days at room temperature until they reached the late exponential phase (OD_600_ = 0.1 measured with a Shimadzu^®^ UV-1601 Spectrophotometer) before being sterile-filtered to harvest sterile bacterial exudates.

### Harvesting of MT^+^ Medium

*Seminavis robusta* strain 85A (MT^+^) was grown at 18°C in CELLSTAR^®^ Standard Cell Culture Flasks with a 175 cm^2^ surface area, filled with 200 mL Guillard’s F/2 medium under 12 h:12 h dark:light regime (50 μmol m^–2^ s^–1^ photons of cool white light). As a proxy for the biomass in the flasks, we measured the minimum fluorescence value (*F*_0_) after 15 min of dark-adaptation. Pulse-amplitude-modulation (PAM) fluorimetry measurements were performed using a MAXI Imaging PAM Fluorimeter, M-series (Walz, Effeltrich, Germany), equipped with an IMAG-K4 camera and mounted with an IMAG-MAX/F filter. *F*_0_ was measured using the following software settings: intensity 7, gain 3, and damping 2. When the culture reached an *F*_0_-value of ≈0.35, the medium was harvested, sterile-filtered using GF/F filters (ø 47 mm) on Nalgene^TM^ reusable bottle top filters units (Thermo Fisher Scientific, Bremen, Germany) connected to sterile 250 mL Duran^®^ bottles (Schott, Jena, Germany), aliquoted in 50 mL Falcon tubes, and stored at −20°C until usage. In total, 12 culture flasks (2,4-L SIP^+^-containing medium) were harvested.

### Induction of Sexuality and Co-cultivation of *S. robusta* With Bacteria

*Seminavis robusta* strain 84A (MT^–^) was grown at 18°C in CELLSTAR^§^ Standard Cell Culture Flasks with a 175 cm^2^ surface area, filled with 200 mL Guillard’s F/2 medium under 12 h:12 h dark:light regime (50 μmol m^–2^ s^–1^ photons of cool white light). Once the cultures reached an *F*_0_-value of ≈0.30, the culture medium was renewed and the flasks were placed in complete darkness at 18°C for 24 h to synchronize the cell cycle in G1-phase (Moeys et al., 2016). After 21 h of darkness, sexuality was induced in MT^–^ cultures by removing 20 mL medium and replacing it with 20 mL SIP^+^-containing medium to end up with a final dilution of 1:10 SIP^+^. Also, after 21 h of darkness, bacterial exudates were added to the flasks, diluted to a volume equivalent to the volume of a full bacterial culture at OD_600_ = 0.05, the cell density at which the effects on sexual reproduction of these bacteria were shown (Cirri et al., 2018). Addition of SIP^+^ and/or bacterial exudates was done in a dark room to prevent progression through the cell cycle. Control cultures, where no SIP^+^ or bacterial exudates were added, were also moved to the dark room and back to avoid any differences in light treatment between control and treatment cultures. After addition of SIP^+^ and/or bacterial exudates, the cultures were placed in complete darkness at 18°C for another 3 h before the light was switched on (50 μmol m^–2^ s^–1^ photons).

All six treatments (control, SIP^+^-treated, *Roseovarius* sp.-treated, *Maribacter* sp.-treated, SIP^+^ + *Roseovarius* sp.-treated, and SIP^+^ + *Maribacter* sp.-treated) were cultured and harvested in five replicates.

### Cell Harvesting

After 10 h of light, 150 mL of the medium was poured over a GF/C filter (ø 47 mm) at 650 mbar on Nalgene^TM^ reusable bottle top filters units (Thermo Fisher Scientific, Bremen, Germany) connected to sterile 250 mL Duran^®^ bottles (Schott, Jena, Germany) without disturbing the cells. The filtrate was used for exometabolome extraction. The cells were then scraped from the surface of the culture flasks using a cell scraper and homogenized in the remaining medium (50 mL) by shaking. Ten milliliters of the cell suspension was used for flow cytometry analysis, while the remaining 40 mL of the suspension was used for RNA extraction.

### Cell Cycle Analysis Using Flow Cytometry

Of each harvested culture, 10 mL was isolated in a 15 mL falcon tube. The samples were centrifuged for 5 min at 2,000 rcf. The supernatant was discarded and the cells were fixed by resuspending the pellet in 10 mL ice cold 75% ethanol. Samples were stored in the dark at 4°C until analysis.

Fixed cultures were centrifuged for 5 min at 3,000 rpm, after which the supernatant was replaced with 2 mL ice cold 75% ethanol. One milliliter of each sample was transferred to a 1.5-mL tube and washed three times with phosphate-buffered saline (PBS) buffer to remove all remaining ethanol. The fixed cells were treated with 1 μg/mL RNAse A for 20 min at 37°C and afterward stained with SYBR green (1× concentration, Life Technologies) in the dark for 20 min.

Samples were filtered through a cell strainer with pore size of 70 μm before feeding into the flow cytometer. Flow cytometry was carried out on a Bio-Rad S3e Cell Sorter (Bio-Rad Laboratories, Inc., Hercules, CA, United States), collecting 10,000 measurements for each sample and gating was carried out in the FSC and SSC channel to remove debris signals. An unstained control sample was run first to localize the cell population. After running the samples, G1 and G2 peaks were visually selected using ProSort 1.5 (Bio-Rad Laboratories, Inc., Hercules, CA, United States).

Data analysis was carried out in R (v3.4.3^2^, R Development Core Team., 2008). Since the response variable is binary [i.e., the response of a cell is either “failure” (G1) or “success” (G2-M)] and we are interested in changes in the proportion of G2-M cells in the population, we adopted a generalized linear model (GLM) with binomial distribution and logit link using the R *glm* function to assess significance for the effect of SIP and bacterial exudates. *Post hoc* tests comparing all combinations of treatments were carried out using the *glht* function from the Multcomp package (Hothorn et al., 2008).

### RNA Extraction and Quality Assessment

The cells for RNA extraction (40 mL suspension, see above) were harvested by filtration over a Versapor filter (3 μm pore size, 25 mm diameter, PALL). Immediately after filtration, the filters were put in Eppendorf Tubes, flash-frozen in liquid nitrogen, and stored at −80°C until RNA extraction.

RNA was extracted from all samples (six treatments, five replicates each) using the RNeasy^®^ Plant Mini Kit (Qiagen). First, 1 mL RLT buffer and 10 μl β-mercaptoethanol were added to the Eppendorf tube containing the frozen filter. The cells were removed from the filter by pipetting up and down and using the pipet tip to scrape the filter. The filter was removed and silicon carbide beads (1 mm, BioSpec) were added to the Eppendorf Tube. The cells were lysed by silicon carbide beads beating on a beating mill (Retsch, 3 × 1 min at frequency 20 Hz, with 30 s on ice in between each run). The lysate was then transferred to a QIAshredder spin column (RNeasy^§^ kit) and the manufacturer’s instructions were followed from there. An on-column DNase treatment was performed using the RNase-free DNase set (Qiagen) according to the manufacturer’s instructions.

RNA quality was evaluated by spectrophotometry (Nanodrop^TM^) and Bioanalyzer (Agilent Technologies). For each treatment, the three replicates with the highest quality (high 260/230- and 280/260 ratio’s and high RIN-value) were selected for library preparation and sequencing.

### RNA Sequencing and Transcriptomic Analysis

The 18 sequencing libraries were prepared using Illumina^§^ TruSeq Stranded mRNA kit. The libraries were sequenced (2 × 75 bp) in one Illumina^®^ NextSeq 500 H150 run. Library preparation and sequencing were performed by VIB Nucleomics Core (VIB, Leuven).

Paired-end reads were quality-trimmed using FastQ Quality Filter from the FastX Toolkit v. 0.0.13^3^ using the following settings: −q 28, −p 30. Using the Salmon software tool in quasi-mapping mode (Patro et al., 2017), the quality-trimmed reads were mapped to an annotated genes model assembly of *S. robusta*. To generate the annotated assembly, Illumina paired-end reads and PacBio long reads were combined in a hybrid assembly approach and gene models were annotated using expression data as training for the BRAKER1 (Hoff et al., 2016) pipeline. Next, functional annotations for the *S. robusta* gene models were determined using three different strategies: (i) InterProScan v5.3 (Jones et al., 2014) was run to scan protein sequences for matches against the InterPro protein signature databases; (ii) eggNOG-mapper (Huerta-Cepas et al., 2017) was executed with DIAMOND mapping mode, based on eggNOG 4.5 orthology data (Huerta-Cepas et al., 2016); and (iii) AnnoMine (Vandepoele et al., 2013) was employed to retrieve consensus gene functional annotation from protein similarity searches [using DIAMOND v0.9.9.110 maximum (Buchfink et al., 2015), *e*-value 10*e*−05 against Swiss-Prot (Bairoch and Apweiler, 2000) database]. Gene ontology terms were retrieved from the results of the eggNOG-mapper.

The transcript-level abundances generated with Salmon were imported into R (v.3.4.4) and aggregated to gene level counts using the tximport package (Soneson et al., 2015). Genes with low overall counts [counts-per-million (CPM) < 1 in at least three samples] were removed from the libraries because they have little power for detecting differential expression (DE). Differences in sequencing depth and RNA population were corrected using a weighted trimmed mean of the log expression ratios (TMM) normalization (Robinson and Oshlack, 2010). Preliminary differences between expression profiles of different samples were explored with multi-dimensional scaling (MDS) plots based on the top 500 genes, generated using the plotMDS function included in the EdgeR package.

Differential expression analysis was performed using the R package edgeR 3.20.9 (Robinson et al., 2010). Negative binomial GLMs were fitted to model read counts for each gene in each sample and a dispersion parameter which accounts for variability between biological replicates was calculated (Lun et al., 2016). For DE analysis, nine comparisons (contrasts) were defined (SIP vs. C, M vs. C, R vs. C, SIP + M vs. SIP, SIP + R vs. SIP, SIP + R vs. R, SIP + M vs. M, SIP + M vs. SIP + R, see Figure 1 for experimental setup). A gene was considered differentially expressed (DE) if the false discovery rate (FDR) adjusted *p*-values were below 0.01 and the absolute log_2_ fold change (LFC) was equal or greater than 1. To confirm GTP specificity of the putative guanylate cyclases (GC), a multiple sequence alignment was carried out in MEGA 7 (Kumar et al., 2016) to check the presence of guanylate cyclase-specific motifs (Winger et al., 2008).

**FIGURE 1:**
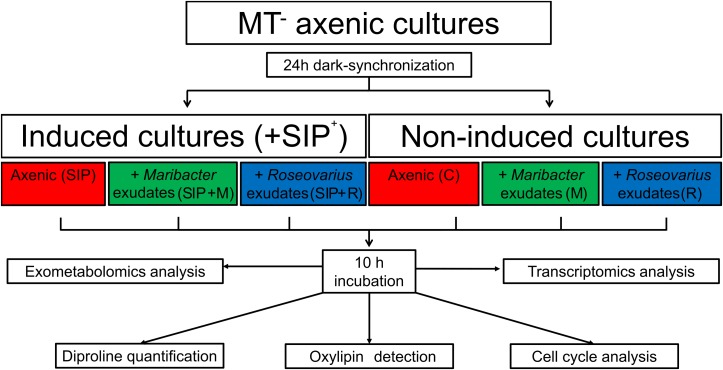
Experimental setup. Axenic MT^–^ *S. robusta* cells were grown in F/2 medium until an *F*_0_-value of ≈0.3. Their cell-cycle was dark-synchronized for 24 h in the darkness. After 21 h, half of the samples were treated with sexual inducing pheromone (SIP^+^) previously harvested from MT^+^. Bacterial exudates either from *Maribacter* sp. or *Roseovarius* sp. were also added. All samples were kept in the darkness for an additional 3 h before switching on the light. After 10 h of light, both cells and exudates from the diatom cultures were harvested. Cells were used for RNA extraction and cell cycle analysis, the medium was analyzed with an untargeted metabolomics approach and a targeted approach to detect diproline and oxylipins.

For genes DE in one specific contrast, Gene Ontology enrichment for single comparisons was determined using a gene set enrichment approach (GSEA) as implemented in CAMERA (Wu and Smyth, 2012), included in the R package limma v.3.34.9 (Ritchie et al., 2015). Redundant GO terms were removed using REVIGO^4^ (Supek et al., 2011) using a low similarity value of 0.5. GO enrichment of genes that were DE in multiple contrasts was performed using Fisher’s exact test and the “weight” algorithm for GO group scoring as implemented in TopGO (Alexa and Rahnenführer, 2009). Venn diagrams were generated with the R package VennDiagram v. 1.6.20 and with the web-based application Venny v. 2.1 (Oliveros, 2007–2015^5^).

### Exometabolome Extraction

A total of 150 mL of filtered medium from each culture flask was transferred to sterile and cleaned 250 mL Erlenmeyer flasks, which were covered immediately with aluminum foil and cooled down to 4°C before solid phase extraction. *Roseovarius* sp. and *Maribacter* sp. exudates (*n* = 4, diluted to an equivalent OD_600_ = 0.05 with minimal medium) were prepared and stored in the same way. Before extraction, 15 nmol of caffeine dissolved in methanol [HPLC grade, Sigma–Aldrich, Chromasolv^®^Plus (≥99.9%)] was added to each sample as an internal standard. The medium was extracted on 60 mg Oasis^®^ HLB-SPE cartridges (Waters, Eschborn, Germany), following the manufacturer’s instructions. Gentle vacuum was applied to the cartridges with a Visiprep^TM^ SPE Vacuum Manifold (Sigma–Aldrich) to have a flow-through of ca. 1 drop per second. The cartridges were eluted three times with 1 mL of methanol. The 3 mL of eluate was stored in 4 mL vial glass at −80°C until further analysis. Medium blanks (*n* = 3) were prepare in the same way by extracting sterile F/2 medium. 1.5 mL of the eluate from each sample was transferred to a clean vial, evaporated under a stream of nitrogen, and dissolved in 50 μl of methanol. Two quality control (QC) samples were prepared by pooling 5 μl from each sample in one clean vial.

### UHPLC-MS Measurements

After randomizing the measuring order list of the samples and including QC every 7 samples, 5 μl of each sample were analyzed by UHPLC Dionex UltiMate^®^ 3000 (Thermo Fisher Scientific, Dreieich, Germany), coupled to an ESI-Orbitrap MS Q-Exactive Plus (Thermo Fisher Scientific, Dreieich, Germany).

Liquid chromatography was performed on an Accucore^®^ C18 column (2.1 × 100mm, 2.6 μm particle size; Thermo Scientific, Dreieich, Germany). The composition of the mobile phase was set to 100% A (0.1% HCOOH and 2% ACN in H_2_O) for 0.2 min and ramped to 100% B (0.1% HCOOH in ACN) in a linear gradient within 9 min. The solvent composition was held at 100% B for 4 min, returned to 100% A in 0.1 min, and held at 100% A for 0.9 min. The flow rate ramped from 0.4 to 0.7 mL min^–1^ from 0.5 to 13.5 min.

Ionization was performed with a spray voltage of 3 kV and a capillary temperature of 360°C. Nitrogen was used as desolvation gas.

For monitoring, the scanned mass range was between 100 and 1,500 *m/z*, at a resolution *m*/Δ*m* 280,000 full-width at half maximum (FWHM) (*m/z* 200) in positive mode, with automatic gain control (ACG) target 3 × 10^6^, a maximum injection time (IT) of 200 ms.

For compound identification, full-scan MS/data-dependent MS/MS (ddMS^2^) experiment was performed on QC samples. Each experiment was composed of one full MS and up to 5 ddMS^2^. The five ions with the most intense signal detected in the full MS scan (intensity threshold 1.6 × 10^5^) produced a specific MS/MS spectrum. For full MS, the settings were the ones described above, while for the data-dependent MS/MS the settings were the following: positive mode with a resolution of *m*/Δ*m* 35,000 and an ACG target 1 × 10^5^, a maximum IT of 50 ms, a stepped normalized collision energy (NCE, 15, 30, 45), an isolation window of 0.4 *m/z*.

All data were acquired and processed with the software Xcalibur^TM^ version 3.0.63 (Thermo Fisher Scientific, Bremen, Germany).

### LC–HR–MS Data Analysis

Xcalibur^TM^ raw data files were imported into Thermo Compound Discoverer 2.1.0.398 (Thermo Fisher Scientific, Bremen, Germany) and analyzed following a standard pipeline for untargeted metabolomics for high resolution spectra. The important values for features extraction are the following: precursor ion deviation 5 ppm, maximum retention time shift 0.5 min, signal-to-noise threshold (S/N) 3, minimum peak intensity for peak selection 1 × 10^6^ au, retention time shift for grouping 0.5 min, and relative intensity tolerance for isotope search 30%. The exact masses of unknown compounds found in the samples were compared to online databases (PubChem, ChemSpider, mzCloud) and to an in-house library of 650 natural compounds (mass tolerance = 5 ppm) for identification.

After the analysis, a table with putative compound names and the molecular formula, exact masses, retention times, and chromatographic area for each sample was exported for further processing. All features found in the medium blank samples were removed from the samples. Data were then filtered based on QCs coefficient of variation (CV): only features with CV < 20% were retained (Dunn et al., 2011).

Finally, data were normalized on diatom biomass (using *F*_0_ as a proxy) and Pareto scaled to obtain normally distributed data. The obtained .csv table was used to perform statistical analysis with MetaboAnalystR (Chong and Xia, 2018). Principal component analysis (PCA) was performed to detect grouping and outliers in the samples. Significant features were selected from the results of one-way ANOVA analysis (FDR-adjusted *p*-value cutoff = 0.05, Fisher LSD *post hoc* analysis), which were visualized by heatmaps (distance measure = euclidean, clustering algorithm = Ward).

After statistical analysis, significant features were selected in the Thermo Compound Discoverer molecule list and exported to SIRIUS v. 4.0 (Böcker et al., 2009) to confirm features identity. Default settings for Orbitrap High Resolution Mass Spectrometry were used (ppm = 5), choosing all the possible adducts as candidates. For structural evaluation of compounds, CSI:FingerID (Dührkop et al., 2015) was used to compare to PubMed spectral database.

### Analysis of Oxylipins

Targeted detection of oxylipins was based on a method by Rettner et al. (2018). Briefly, measurements were performed on Acquity^TM^ UPLC system (Waters, Milford, MA, United States) coupled with a QTrap^®^ 5500 (ABSciex, Darmstadt, Germany). We used an ACQUITY UPLC^®^ BEH C18 column for separation (1.7 μm, 2.1 × 100 mm; Waters, Eschborn, Germany) kept at 50°C. The QTrap 5500 was operated in negative ionization mode only using scheduled multiple reaction monitoring (MRM). The scheduled MRM window was 60 s, and each oxylipin parameter was optimized individually (CE, EP, DP, CXP). The investigated oxylipins are the same analyzed by Rettner et al. (2018). Following instrument settings were used: curtain gas 35, collision gas medium (MRM); ion spray voltage −4,000, temperature 500°C, ion source gas 1 and 2 40. Solvent used were A: 100% H_2_O + 0.01% CH_3_COOH and B: 100% CH_3_OH + 0.01% CH_3_COOH with a solvent flow 0.3 mL ^*^ min^–1^. Injection volumes 10 μL. The gradient started at 42% B, ramped to 86% B at 12.5 min, then 98% B at 15.5 min, returned to 42% B in 0.5 min and re-equilibrated for 1 min. Manual integration of corresponding peaks was carried out using the Analyst software version 1.6. To confirm their presence in all samples, arachidonic acid and 15-hydroxyeicosatetraenoic acid (HETE) were additionally measured in negative mode on a UHPLC Dionex UltiMate^®^ 3000 (Thermo Fisher Scientific, Dreieich, Germany), coupled to an ESI-Orbitrap MS Q-Exactive Plus (Thermo Fisher Scientific, Dreieich, Germany), following the method mentioned in the previous paragraph. Identity of the compounds was confirmed by comparison with an external standard.

### Diproline Quantification Using GC–MS

Diproline was quantified following the method of Gillard et al. (2013). One microliter of the extract was injected into an ISQ Trace GC Ultra GC/MS system (Thermo Fisher, Dreieich, Germany) equipped with a 0.25 μm × 0.25 mm × 30 m DB-5MS + DG column (Agilent, Böblingen, Germany). Helium 5.0 (Linde AG, Pullach, Germany) was used as carrier gas with a constant flow of 1.2 mL min^–1^. The split ratio was 1:8. The initial oven temperature of 155°C was held for 3 min, ramped to 210°C with 25°C min^–1^, then to 255°C with 7°C min^–1^, and finally to 315°C with 25°C min^–1^, which was held for 3 min. The injector temperature was kept at 300°C during the entire run. The scanned mass range was between 50 and 400 *m/z* with a scan rate of 0.5 scans s^–1^ and an inter-scan delay of 0.04 s^–1^. Electron ionization was carried out at 70 eV.

To quantify diproline, the peak area of both diproline and internal standard (caffein, 15 nmol) was determined with the function Quan Browser included in the software Xcalibur^TM^ version 3.0.63 (Thermo Fisher Scientific, Bremen, Germany) and Microsoft Office Excel (Microsoft^®^, United States). All results were normalized to the diatom biomass. A one-way ANOVA followed by Bonferroni’s multiple comparisons tests was performed using GraphPad Prism version 7.00 for Windows (GraphPad Software, La Jolla, CA, United States^6^).

## Results and Discussion

### Bacterial Exudates Do Not Influence the Diatom Cell Cycle Arrest During Sexual Reproduction

In order to maximize sexual reproduction success, diatoms need to finely synchronize their cell cycle. When a suitable mating partner is present, *S. robusta* cell cycle is temporarily arrested in G1 phase by the SIP of the opposite mating type, resulting in a synchronized switch from a mitotic to meiotic cell cycle in both partners (Gillard et al., 2013; Moeys et al., 2016). Some studies reported that algicidal bacteria can have an effect on microalgal cell cycle progression (Pokrzywinski et al., 2017). We therefore tested if the effect of bacterial exudates on sexual reproduction observed by Cirri et al. (2018) is due to an interference with the regulation of the cell cycle during the initial sexual stages.

The relative number of MT^–^ cells in G1- and S/G2-phase of the cell cycle was measured in six different treatments after dark-synchronization in G1 phase (Figure 1): control (non-induced, axenic, C), induced cultures (axenic, SIP), *Roseovarius* sp. exudates + non-induced cultures (R), *Maribacter* sp. exudates + non-induced cultures (M), *Roseovarius* sp. exudates + induced cultures (SIP + R), and *Maribacter* sp. exudates + induced cultures (SIP + M).

Ten hours after re-illumination, the percentage of cells in S/G2 phase was significantly lower (*p* < 0.001) in the SIP-induced cultures compared to non-induced controls, confirming that SIP^+^ arrests cell cycle progression of MT^–^ in G1 phase (Moeys et al., 2016; Figure 2). The presence of exudates only (without SIP^+^ induction) did not reduce the peak in S/G2-phase cells, suggesting that the bacterial exudates did not affect the cell cycle progression in mitotic cells. More importantly, *post hoc* contrasts (SIP vs. SIP + M and SIP vs. SIP + R) did not show significant effects of exudates on cell cycle progression compared with SIP^+^-treated cultures (*p* = 0.8 and *p* = 0.91, respectively). Therefore, we conclude that the effect of bacterial exudates on sexual reproduction in *S. robusta* is not due to interference with the SIP^+^-induced cell cycle arrest.

**FIGURE 2:**
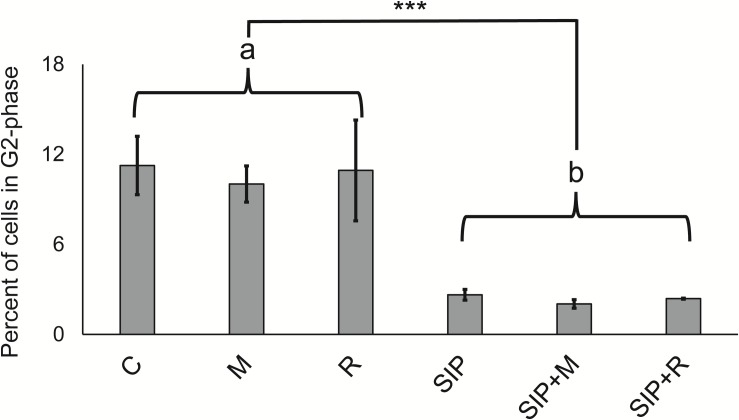
Cell cycle analysis. Flow cytometric measurements of the percentages of cells that have progressed through S-phase for all six experimental treatments. C is the axenic, non-induced control; M is the non-induced control + *Maribacter* sp. exudates; R is the non-induced control + *Roseovarius* sp. exudates; SIP is the induced axenic control; SIP + M is the induced culture + *Maribacter* sp. Exudates; SIP + R is the induced control + *Roseovarius* sp. exudates. Proportion post-S-phase cells differed significantly between all non-conditioned cells (“a”) and SIP^+^-conditioned cells (“b”). ^*^p < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* <0.001.

### Bacterial Exudates Do Not Influence Sexual Reproduction Processes of *S. robusta*

To study the transcriptional changes in *S. robusta* MT^–^ cells in response to the presence of bacterial exudates, we extracted mRNA of induced and non-induced diatom cultures; both untreated and treated with bacterial exudates after 24 h dark-synchronization followed by 10 h of illumination (Figure 1). 

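Transcripts were counted in 18 cultures of MT- cells, 3 in each of 6 treatments, which were the cultures with the best RNA among the 5 grown per treatment. C was the axenic, non-induced control, and M and R were non-induced cultures given exudates of *Maribacter* sp. or *Roseovarius* sp. SIP, SIP + M and SIP + R received in addition SIP+, the medium with the sex-inducing pheromone of the opposite mating type. SIP+ medium diluted 10-fold and exudates equivalent to a bacterial OD of 0.05 were added after 21 h of a 24 h dark period, and cells were harvested after 10 h of light. The values used here are reads per gene model estimated with Salmon and summed with tximport, not yet scaled between libraries. The authors' filter had left 25557 genes with at least 1 CPM in at least 3 libraries. Total counts per library ranged from 18794063 in SIP + R to 26437142 in R, and the 10 most abundant genes took 4.08% to 8.21% of a library. Counts were rounded to whole numbers, scaled by TMM and tested in 1 model over all 18 libraries with edgeR's quasi-likelihood test. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p (FDR) under 0.05 and an absolute log_2_ fold change (LFC) of 1 or more. Expression levels of genes are CPM after TMM scaling, as mean ± SD of 3 cultures, and totals of chloroplast-encoded transcripts are CPM of all counts of a library without TMM scaling. Every FDR is from edgeR's quasi-likelihood test over the 25557 genes unless another test is named. Between replicates of a treatment, the mean Spearman correlation across genes ranged from 0.895 (SIP) to 0.952 (R). For single totals a 2-sided exact permutation test was used, whose smallest p with 3 cultures against 3 is 0.1.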

We obtained expression data for 25,557 genes. 4,225 unique genes (16.6% of the expressed genes) were DE in at least one treatment (Table 1, |LFC| > 1, FDR < 0.05) and more than half of these genes were functionally annotated (>59% in each comparison).

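The gene with the identifier Sro65_g036830, which carries no annotation in the supplementary tables, had 1883 ± 585 CPM in SIP + M and 0.623 ± 0.171 CPM in M (LFC = 11.54, SE 0.812, FDR = 2.97e-07). In SIP + R it had 1709 ± 719 CPM and in R 0.665 ± 0.578 CPM (LFC = 11.33, SE 0.804, FDR = 2.57e-07 from the same test). Sro558_g166350, annotated as a homolog of dispatched 3, a membrane protein family with a sterol-sensing domain, rose with *Roseovarius* sp. exudates in the absence of SIP+, from 9.9 ± 4.69 CPM in C to 401 ± 40.4 CPM in R (LFC = 5.34, SE 0.415, FDR = 8.32e-06). Across the 7 comparisons of Table 1, 9565 of the 25557 genes (37.4%) were DE in at least 1 comparison by edgeR's quasi-likelihood test. The number was 4235 (16.6%) with edgeR's glmTreat, which tests for an absolute LFC above 1 and was chosen after its counts were seen. Over the other settings it ran from 2958 (limma-trend with treat) to 16389 (limma-trend with library weights).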

**TABLE 1:** Summary of the number of significantly differentially expressed genes in different comparisons.

	**SIP vs. C**	**SIP + M vs. M**	**SIP + R vs. R**	**M vs. C**	**SIP + M vs. SIP**	**R vs. C**	**SIP + R vs. SIP**
Up	983	484	613	268	406	105	180
Not sign.	22,305	23,716	23,344	25,226	25,027	25,450	25,367
Down	2,269	1,357	1,600	63	124	2	10

A MDS plot of the differences in gene expression profiles between RNA-seq samples (Figure 3A) showed that the strongest difference in gene expression between samples was caused by the induction of sexuality (SIP^+^-treatment). This was confirmed by the high number of DE genes in induced cultures compared to non-induced cultures (SIP vs. C, SIP + M vs. M, and SIP + R vs. R: Table 1 and Supplementary Tables S1, S2). Moreover, in the comparisons of non-induced control cultures (C), non-induced cultures treated with *Maribacter* sp. exudates (M), and non-induced cultures treated with *Roseovarius* sp. exudates (R) with their SIP^+^-treated equivalents (SIP, SIP + M and SIP + R, respectively), high amounts of genes that were up- or downregulated in response to SIP^+^ were shared in all three comparisons (28% of the total upregulated genes and 40.1% of the total downregulated genes are shared in all three comparisons, Figures 3B,C).

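Sro444_g144310, with the AhpD-like fold of small peroxidases, rose from 9.01 ± 4.23 CPM in C to 202 ± 78.2 CPM in SIP (LFC = 4.49, SE 0.547, FDR = 1.07e-05 from edgeR's quasi-likelihood test). Sro854_g211220, annotated as oxidation resistance protein 1, fell from 14.8 ± 2.11 to 0.515 ± 0.209 CPM (LFC = −4.83, SE 0.515, FDR = 2.86e-06). In an MDS plot of the 500 genes with the largest differences between each pair of libraries, the first dimension held 40.8% of the variance. Libraries of cultures with SIP+ lay at 1.47 or higher on it, and libraries without SIP+ at −1.84 or lower.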

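Sro252_g099700, with a spondin domain as in secreted matrix proteins, rose from 4.37 ± 0.849 CPM in C to 305 ± 189 CPM in SIP (LFC = 6.12, SE 0.523, FDR = 4.86e-07 from edgeR's quasi-likelihood test). Sro2906_g339970, a TMEM64 family membrane protein, rose from 4.84 ± 1.37 to 99.2 ± 37.1 CPM (LFC = 4.36, SE 0.503, FDR = 6.29e-06). Sro99_g051040, an NAD(P) transhydrogenase, which couples the NADH and NADPH pools to a proton gradient, also rose in SIP vs. C (LFC = 5.59, SE 0.863, FDR = 0.000121). Sro1150_g246640, a kinesin-like microtubule motor, fell from 32 ± 6.74 to 1.59 ± 0.548 CPM (LFC = −4.33, SE 0.362, FDR = 3.92e-07). Sro1496_g277480, with the SET domain of protein lysine methyltransferases, fell in SIP vs. C with LFC = −4.81 and in SIP + M vs. M with LFC = −3.14. In SIP + M vs. M, Sro819_g207060, with an NmrA-like domain that binds dinucleotides, rose (LFC = 8.63, SE 1.05, FDR = 1.71e-05), and so did Sro193_g082590, a metallo-beta-lactamase fold protein (LFC = 5.59). In SIP + R vs. R, Sro1006_g230290, a PIF1 DNA helicase, rose (LFC = 3.90, SE 0.702, FDR = 0.000663). Sro244_g097050, with a solute-binding protein domain of transporters, fell in SIP + M vs. M (LFC = −3.71) and in SIP + R vs. R (LFC = −3.60). In total 2698 genes rose and 3957 fell in SIP vs. C, 1379 rose and 2414 fell in SIP + M vs. M, and 1696 rose and 2771 fell in SIP + R vs. R. Of these DE genes 95.2%, 95.6% and 98.7%, respectively, had no overlap between the 3 libraries of each group, a share among genes already selected for a difference. With glmTreat 982 rose and 2269 fell, 481 rose and 1357 fell, and 614 rose and 1598 fell, in the same order. The annotations are those of Supplementary Tables S3, S5, S7, S8 and S10, which list genes that answered to an exudate, so other SIP+-responsive genes could not be named here.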

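Sro954_g224360, with the prodomain of a secreted protease family, fell in all 3 comparisons with SIP+, with LFC = −6.30 in SIP vs. C, −3.70 in SIP + M vs. M and −2.89 in SIP + R vs. R, each called by edgeR's quasi-likelihood test. Sro854_g211220 fell by 2.71 on the log_2_ scale in SIP + M vs. M (FDR = 0.000397) and by 3.82 in SIP + R vs. R (FDR = 1.69e-05). Of 3396 genes upregulated in any of these comparisons, 829 (24.4%) were upregulated in all 3. Of 4682 downregulated genes, 1796 (38.4%) were downregulated in all 3. The 3 comparisons share no library. Upregulation passed the test only in SIP vs. C for 1291 genes, only in SIP + M vs. M for 257 and only in SIP + R vs. R for 300. The shared counts were 326 up and 1058 down with glmTreat, and 244 up and 833 down with limma-trend and treat.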

**FIGURE 3:**
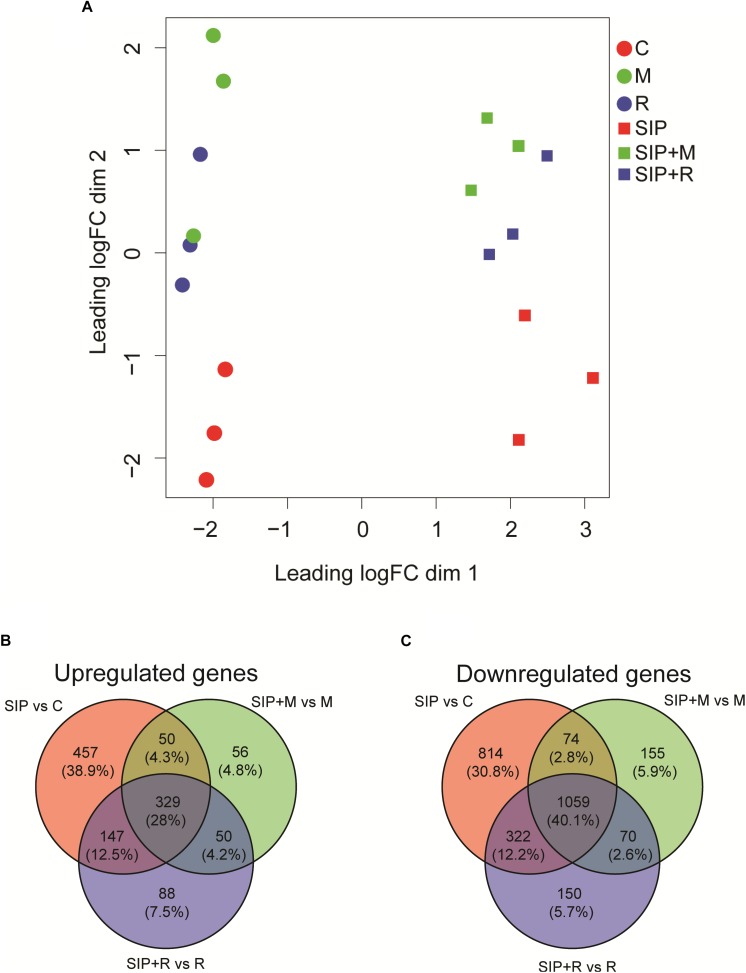
**(A)** Multi-dimensional scaling (MDS) plot for the obtained transcriptomes. Distance between samples is based on log_2_ fold changes. C is the axenic non-induced control; M is the non-induced control + *Maribacter* sp. exudates; R is the non-induced control + *Roseovarius* sp. exudates; SIP is the induced axenic control; SIP + M is the induced culture + *Maribacter* sp. exudates; SIP + R is the induced control + *Roseovarius* sp. exudates. **(B,C)** Venn diagrams of SIP^+^-induced up- **(B)** and downregulated **(C)** *S. robusta* genes. The up- and downregulated genes thresholds are: log_2_ fold change (LFC) = 1, false discovery rate (FDR) = 0.05.

Of this shared set of 329 genes that are SIP^+^-upregulated despite bacterial exudates presence (Figure 3B), some are associated to early meiosis-related processes (Table 2), especially dsDNA break repair, DNA duplex unwinding, and DNA replication (Supplementary Table S1: GO enrichment results). 

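*MRE11* (Sro13_g010240), which repairs DNA double-strand breaks, rose from 2.08 ± 0.618 CPM in C to 13.9 ± 4.17 CPM in SIP (LFC = 2.73, SE 0.382, FDR = 4.47e-05 from edgeR's quasi-likelihood test). Its LFC was 2.63 in SIP + M vs. M (FDR = 0.000124) and 2.88 in SIP + R vs. R (FDR = 3.93e-05). *MSH4* (Sro552_g165070), a mismatch repair protein of meiosis, rose from 1.43 ± 0.303 to 6.85 ± 1.87 CPM (LFC = 2.25, SE 0.485, FDR = 0.00221). *MSH4* also rose in SIP + M vs. M (LFC = 2.68, FDR = 0.000971) and in SIP + R vs. R (LFC = 1.93, FDR = 0.00879). *MCM8* (Sro371_g128600), a helicase of meiotic recombination, had LFC = 2.00 in SIP vs. C (FDR = 0.00198), 1.82 in SIP + M vs. M (FDR = 0.00662) and 2.06 in SIP + R vs. R (FDR = 0.00239). The 3 genes were chosen by the study on these samples, so that 3 of 3 rising in each comparison, also when adjusted over the list alone, is not independent evidence. None of the 3 interaction LFCs with *Maribacter* sp. exudates passed the test, with FDR = 0.97 for *MRE11*, 0.882 for *MSH4* and 0.948 for *MCM8*. The LFC in SIP + R vs. SIP was not significant for any of them, as *MRE11* had LFC = −0.93 (FDR = 0.192), *MSH4* −0.19 (FDR = 0.874) and *MCM8* −0.60 (FDR = 0.506). *MSH4* and *MCM8* did not pass the test in SIP + M vs. SIP either (FDR = 0.742 and 0.554), whereas *MRE11* was lower in SIP + M (LFC = −1.20, SE 0.36, FDR = 0.046). The call of *MRE11* in SIP + M vs. SIP ended without C replicate 2 (−1.20), SIP replicate 2 (−1.05), SIP replicate 3 (−1.08), R replicate 2 (−1.20), R replicate 3 (−1.20), SIP + R replicate 2 (−1.20), SIP + M replicate 1 (−1.17), SIP + M replicate 2 (−1.11) and SIP + M replicate 3 (−1.39), with the LFC in parentheses.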

In conclusion, we show that of the known SIP^+^-triggered processes, early meiosis is not significantly affected by either bacterium.

**TABLE 2:** Upregulated genes involved in sexual reproduction and diproline production shared by all SIP+-induced cultures compared to non-induced controls (SIP vs. C, SIP + M vs. M, and SIP + R vs. R).

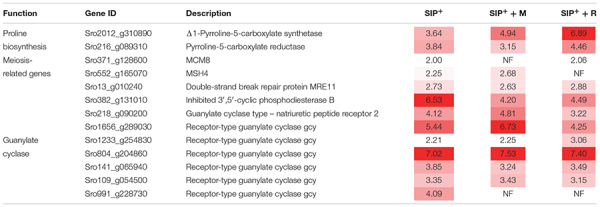

*Meiotic-related genes explanation: *MRE11* (Sro13_g010240) is part of the Mre11–Rad50–Nbs1 complex involved in repairing DNA double-strand breaks and homologous recombination during meiosis (Ajimura et al., 1993). *MSH4* (Sro552_g165070) is a meiosis-specific mismatch repair protein (Kolas and Cohen, 2004). *MCM8* (Sro371_g128600) is involved in meiotic recombination (Blanton et al., 2005). Red gradient indicates the different upregulation magnitude, indicated by the fold change number.*

### Receptor-Type Guanylate Cyclases May Be Involved in Diatom–Bacteria Recognition

We also found upregulation of genes involved in cGMP biosynthesis (GC) and breakdown (phosphodiesterases, PDE) (Table 2 and Supplementary Table S1). It has been shown that cGMP signaling likely plays an important role as a secondary messenger during the onset of sexual reproduction in pennate diatoms (Moeys et al., 2016; Basu et al., 2017). The upregulation of these genes was not uniform across the experimental treatments (Table 2), with some GC and PDE genes showing higher upregulation in axenic conditions (Sro991_g228730, LFC = 4.09) while others being more upregulated either in presence of *Roseovarius* sp. exudates (Sro1233_g254830) or in presence of *Maribacter* sp. exudates (Sro218_g090200, Sro1656_g289030). 

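Of 8 genes of Table 2 for synthesis or breakdown of cyclic nucleotides, 8 rose in SIP vs. C (median LFC 4.10), 7 in SIP + M vs. M (median 3.81) and 8 in SIP + R vs. R (median 3.53), with the same counts when adjusted over the list alone. The study chose these genes on the same samples, and 4 of their identifiers were read from the picture of the table. Sro991_g228730 rose in SIP vs. C (LFC = 4.09, SE 1.22, FDR = 0.0191 from edgeR's quasi-likelihood test) and in SIP + R vs. R (LFC = 3.57, FDR = 0.0475) but did not pass the test in SIP + M vs. M (LFC = 2.07, FDR = 0.248). The difference between its responses to SIP+ with and without *Maribacter* sp. exudates was not significant (interaction LFC = −2.02, FDR = 0.707). Sro1233_g254830 had 69.2 ± 23.5 CPM in SIP + R and 8.31 ± 1.24 in R (LFC = 3.06, SE 0.504, FDR = 0.000289), next to LFC = 2.21 in SIP vs. C and 2.25 in SIP + M vs. M. Its interaction with *Roseovarius* sp. exudates was not significant (LFC = 0.85, FDR = 0.987). Sro218_g090200 had LFC = 4.12 in SIP vs. C (FDR = 0.00145), 4.81 in SIP + M vs. M (FDR = 0.000546) and 3.24 in SIP + R vs. R (FDR = 0.0106), and an interaction LFC of 0.69 with *Maribacter* sp. exudates (FDR = 0.907). Sro1656_g289030 had only 3 counts over the C libraries and rose in SIP by a ratio of 50.4 (counting interval 16.9 to 247), and its LFC was 6.73 in SIP + M vs. M and 4.25 in SIP + R vs. R. Counting intervals cover counting error alone, not differences between cultures. Sro109_g054500 had similar LFCs of 3.35, 3.43 and 3.15. 1 of the 8 genes rose in SIP + M vs. SIP and 0 in SIP + R vs. SIP by edgeR's quasi-likelihood test. The call of Sro991_g228730 in SIP vs. C ended without C replicate 1 (3.60), C replicate 3 (4.06) and SIP replicate 2 (3.05), with the LFC in parentheses. That of Sro991_g228730 in SIP + R vs. R ended without C replicate 3 (3.54), SIP replicate 1 (3.55), R replicate 1 (3.09), R replicate 3 (3.16), SIP + R replicate 2 (3.58), SIP + R replicate 3 (2.98) and SIP + M replicate 1 (3.55) and moved without R replicate 2 (5.46).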

Interestingly, expression of several receptor-type GCs with PDE activities (GC/PDEs) was triggered by *Maribacter* sp. exudates (upregulation of seven GCs SIP + M vs. SIP, two of which contain a PDE domain, Supplementary Table S7). These receptor-type GCs were not DE in axenic conditions or in presence of *Roseovarius* sp. exudates, suggesting a role for specific cGMP-related signaling pathways during the perception of *Maribacter* sp. It has been shown that cyclic nucleotide signaling is crucial for an array of physiological processes in diatoms, from regulation of silicon cycle (Aline et al., 1984; Smith et al., 2016) to acclimation to CO_2_ (Hennon et al., 2015). Moreover, this mechanism was also suggested to be involved during the onset of the sexual reproduction in the diatom *Pseudo-nitzschia multistriata* (Basu et al., 2017). 

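The receptor-type guanylate cyclase Sro729_g193860, which converts GTP to cGMP, had 0.128 ± 0.149 CPM in SIP and 1.82 ± 0.335 CPM in SIP + M (LFC = 3.73, SE 0.772, FDR = 0.00609 from edgeR's quasi-likelihood test). Sro553_g165400, a cyclase with 3 counts over the SIP libraries, was higher in SIP + M by a ratio of 23 (counting interval 7.52 to 114). All 7 receptor-type cyclases listed in Table S7 rose in SIP + M vs. SIP, with LFCs between 2.52 and 4.79 (median 3.73), also when adjusted over the list alone. Of the same 7, 3 rose in SIP + R vs. SIP (5 when adjusted over the list alone), and the 7 LFCs ranged from 1.41 to 3.35. Between SIP + M and SIP + R, 0 of the 7 were DE by edgeR's test (3 when adjusted over the list alone, median LFC 1.30). In SIP vs. C, 2 of the 7 fell (3 when adjusted over the list alone), and without SIP+ 3 rose with *Maribacter* sp. (4 when adjusted over the list alone, where 1 fell) and 1 with *Roseovarius* sp. exudates (2 when adjusted over the list alone). Without SIP+, Sro729_g193860 did not pass the test in M vs. C (LFC = −2.65, FDR = 0.0642) and was lower in M than in R (LFC = −3.79, SE 0.795, FDR = 0.0439). Its interaction of SIP+ and *Maribacter* sp. exudates had LFC = 6.38, SE 1.11, FDR = 0.0228, and 2 of the 7 passed the interaction test (3 when adjusted over the list alone). The other of these 2, Sro262_g102070, carries a protein kinase annotation. As a set the 7 genes were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 3.38e-09, and adjusted p = 0.0206 with an estimated correlation) and in SIP + R vs. SIP (adjusted p = 4.32e-07, and adjusted p = 0.0422 with an estimated correlation). A further 3 receptor-type cyclases in Table S10 rose with both exudates under SIP+. For Sro55_g032320 the LFC was 3.04 in SIP + M vs. SIP and 3.91 in SIP + R vs. SIP, for Sro997_g229450 it was 2.33 and 2.41, and for Sro1275_g258470 it was 3.36 and 4.54. Both lists were chosen by the study on these samples and are not independent evidence. A set chosen for a rise in SIP + M vs. SIP also tends to lie higher in SIP + R vs. SIP, which shares the SIP libraries. The count of 3 in SIP + R vs. SIP was 0 with glmTreat, 5 with DESeq2, 0 without SIP replicate 1 or SIP + R replicate 3, and 1 without SIP replicate 3 or SIP + R replicate 2. Sro729_g193860 in M vs. C passed the test without SIP replicate 2 (−2.64) and SIP replicate 3 (−2.64), with the LFC in parentheses. The call of Sro729_g193860 in M vs. R ended without C replicate 1 (−3.79), SIP replicate 1 (−3.79), R replicate 1 (−3.11), R replicate 2 (−4.01), R replicate 3 (−4.06), M replicate 1 (−3.49), M replicate 2 (−4.23), M replicate 3 (−3.78), SIP + R replicate 1 (−3.79), SIP + R replicate 2 (−3.79), SIP + R replicate 3 (−3.79), SIP + M replicate 1 (−3.79) and SIP + M replicate 3 (−3.79). That of Sro729_g193860 in the interaction with *Maribacter* sp. ended without C replicate 2 (5.59), SIP replicate 1 (6.15), M replicate 1 (6.03), M replicate 3 (6.33) and SIP + M replicate 3 (6.27).

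**Figure D1:**
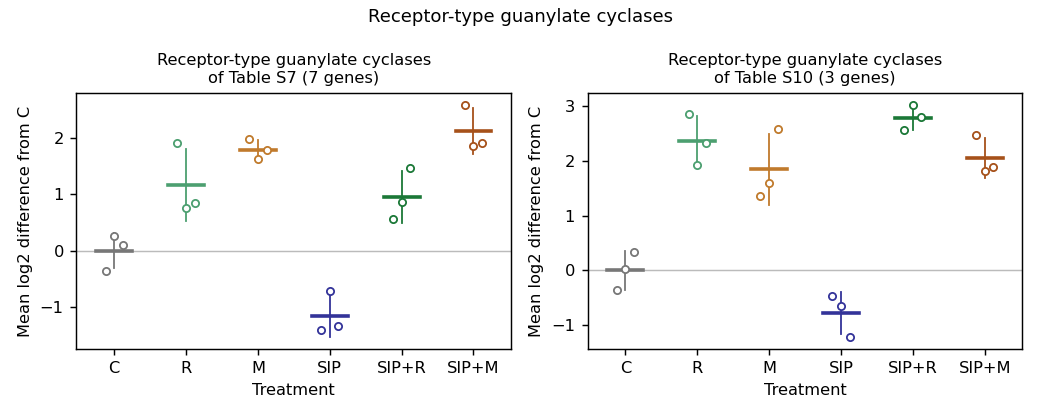
Mean log_2_ difference from C (vertical axes) of the 7 receptor-type cyclases of Table S7 (left) and the 3 of Table S10 (right) in the 6 treatments (horizontal axes), with a point per culture, a bar at the mean and a line for the SD. On the left the SIP cultures sit between −1.41 and −0.723 and the SIP + M cultures between 1.85 and 2.58, with SIP + R between 0.559 and 1.46.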

In plants, signaling by cyclic nucleotides (cGMP and cAMP) is well studied (Isner and Maathuis, 2018) and cAMPs were suggested to play a role in plant–bacteria interactions (Tian et al., 2012). In diatoms or other algae, a similar role of cGMP in inter-kingdom crosstalk has not been described so far. Our results suggest that these pathways may be involved in either the diatom/bacteria recognition process, or in the negative modulation of reproduction by *Maribacter* sp.

### *Maribacter* sp. Exudate Causes Major Changes in the *S. robusta* Gene Expression

The second major separation in gene expression profiles of *S. robusta* observed in the MDS plot corresponds to the presence or absence of bacterial exudates in MT^–^ cultures (Figure 3A). 

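Sro2066_g313280, with a domain of the dimeric alpha-beta barrel fold, had 0.736 ± 0.425 CPM in C, 528 ± 178 CPM in M and 40.5 ± 19.2 CPM in R (M vs. C, LFC = 9.49, SE 0.702, FDR = 1.97e-06 from edgeR's quasi-likelihood test). Sro701_g189830, with the DSBA-like thioredoxin domain of disulfide-forming enzymes, rose in M vs. C (LFC = 6.98, SE 0.65, FDR = 1.48e-05) and in R vs. C (LFC = 5.47, SE 0.607, FDR = 0.000158). On the second dimension of the MDS plot, which held 13.4% of the variance, libraries of cultures with exudates lay at −0.314 or higher and those without at −0.61 or lower. When the plot was computed from all genes, the lowest library with exudates (−0.0983) lay below the highest without (0.0158).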

The replicates of induced samples treated with bacterial exudates (SIP + M and SIP + R) clustered together more closely compared to the replicates of non-induced samples (M and R), suggesting that the transcriptional changes caused by the bacterial exudates were more coherent when SIP^+^ is present. Additionally, the number of DE genes in response to the bacterial exudates was higher in the presence of SIP^+^ (Table 1: compare M vs. C, 331 DE genes with SIP + M vs. SIP, 530 DE genes; and compare R vs. C, 107 DE genes with SIP + R vs. SIP, 190 DE genes). Moreover, there is only limited overlap between genes that are DE in response to bacterial exudates in presence and absence of SIP^+^ (Supplementary Figure S2).

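The fucoxanthin-chlorophyll binding protein Sro533_g161680, a gene of light harvesting, had 486 ± 391 CPM in M and 270 ± 190 CPM in SIP + M. Its larger SD in M went with a higher mean, so the SDs alone do not compare the relative spread. For the same gene the levels were 72 ± 51.1 CPM in R and 19.9 ± 4.64 CPM in SIP + R. In the MDS plot the mean distance between replicates was 1.33 in M and 0.669 in SIP + M. It was 0.865 in R and 0.834 in SIP + R, next to 0.733 in C and 1.16 in SIP. In the plot from all genes the distances were 0.535 in M and 0.274 in SIP + M, but 0.138 in R and 0.322 in SIP + R. M replicate 2 had a mean Spearman correlation across genes of 0.918 with the C libraries and 0.897 with the other M libraries.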

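The heat shock protein HSP90 gene Sro812_g206010, a chaperone, had 3.5 ± 1.29 CPM in SIP, 21.7 ± 6.69 CPM in SIP + M and 26.8 ± 5.07 CPM in SIP + R (SIP + M vs. SIP, LFC = 2.63, SE 0.386, FDR = 0.000736 from edgeR's quasi-likelihood test, and SIP + R vs. SIP, LFC = 2.93). Of 7 chaperone genes in Tables S3, S7 and S10, 7 rose in SIP + M vs. SIP (median LFC 2.63) and 6 in SIP + R vs. SIP (median 2.10), with 1 rising in M vs. C (median 0.84, 3 adjusted over the list alone) and 0 in R vs. C (median 0.50, 1 adjusted over the list alone). The difference between the responses with and without SIP+ passed the interaction test for 0 of the 7, and for 4 with *Maribacter* sp. and 6 with *Roseovarius* sp. exudates when adjusted over the list alone. The list lay lower with SIP+ alone, with a mean log_2_ difference from C of −1.54, −1.83 and −1.83 in the SIP cultures. This mean ranged from −0.0687 to 1.33 in SIP + M and from 0.104 to 1.06 in M. It ranged from 0.456 to 0.913 in SIP + R and from 0.377 to 0.945 in R. The list was chosen by the study on these samples and is not independent evidence. Over all genes, 1594 rose and 704 fell in SIP + M vs. SIP, against 914 up and 497 down in M vs. C. With equal totals in place of TMM the balance in M vs. C reversed, with 543 up and 782 down, as the median LFC of all genes there shifted by −0.383. With *Roseovarius* sp. exudates 812 rose and 137 fell in SIP + R vs. SIP, against 407 up and 89 down in R vs. C. The total of 1411 in M vs. C was 535 without C replicate 1, 809 without C replicate 2, 731 without C replicate 3, 870 without M replicate 1, 2806 without M replicate 2 and 715 without M replicate 3. That of 2298 in SIP + M vs. SIP was 1379 without SIP replicate 1, 3450 without SIP replicate 2, 1331 without SIP replicate 3, 872 without SIP + M replicate 1 and 1462 without SIP + M replicate 3. That of 496 in R vs. C was 110 without C replicate 1, 187 without C replicate 2, 185 without C replicate 3, 759 without SIP replicate 2, 172 without R replicate 1 and 234 without R replicate 3, and that of 949 in SIP + R vs. SIP was 531 without SIP replicate 1, 522 without SIP replicate 3, 499 without SIP + R replicate 1 and 539 without SIP + R replicate 2.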

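Sro1926_g305900, a short-chain dehydrogenase annotated as a diacetyl reductase, rose with *Maribacter* sp. exudates both without SIP+ (LFC = 11.09, SE 0.992, FDR = 1.04e-05 from edgeR's quasi-likelihood test) and with it (LFC = 6.26, SE 0.788, FDR = 0.000254). Another diacetyl reductase, Sro324_g117490, had LFC = 8.01 in M vs. C and 6.90 in SIP + M vs. SIP, and LFC = 5.41 in R vs. C and 6.09 in SIP + R vs. SIP. Of 6 short-chain dehydrogenases in Table S10, a list the study chose on these samples, 5 rose in M vs. C and 5 in R vs. C, with 6 rising in SIP + M vs. SIP and 6 in SIP + R vs. SIP, also when adjusted over the list alone. Of 2176 genes upregulated by *Maribacter* sp. exudates with or without SIP+, 332 (15.3%) were upregulated in both, where independent lists would share 57. Of 1015 downregulated genes, 186 (18.3%) were shared, where independent lists would share 13.7. With *Roseovarius* sp. exudates 203 of 1016 upregulated genes (20%) were shared (12.9 for independent lists) and 13 of 213 downregulated genes (6.1%) (0.477 for independent lists). The comparisons with and without SIP+ share no library. The count of 332 was 155 without C replicate 1, 200 without C replicate 3, 568 without SIP replicate 2 and 184 without SIP + M replicate 1, and that of 203 was 66 without C replicate 1, 106 without C replicate 2, 101 without C replicate 3, 132 without SIP replicate 3, 103 without R replicate 1, 122 without R replicate 3 and 128 without SIP + R replicate 1.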

Because *Maribacter* sp. and *Roseovarius* sp. affect sexual reproduction of *S. robusta*, albeit in opposite directions (Cirri et al., 2018), we next focused on transcriptional changes observed in induced S. *robusta* in the presence and absence of bacterial exudates (SIP + M vs. SIP and SIP + R vs. SIP). Venn diagrams showing the numbers of shared and unique up- and downregulated genes between SIP + M vs. SIP and SIP + R vs. SIP are, respectively, shown in Figures 4A,B, while Venn diagrams in Figures 4C,D display up- and downregulated genes in M vs. C and R vs. C, respectively. A detail description of up- and downregulated genes in the different treatments of induced *S. robusta* cultures is reported in Supplementary Tables S3, S5, S7, S8, S10.

**FIGURE 4:**
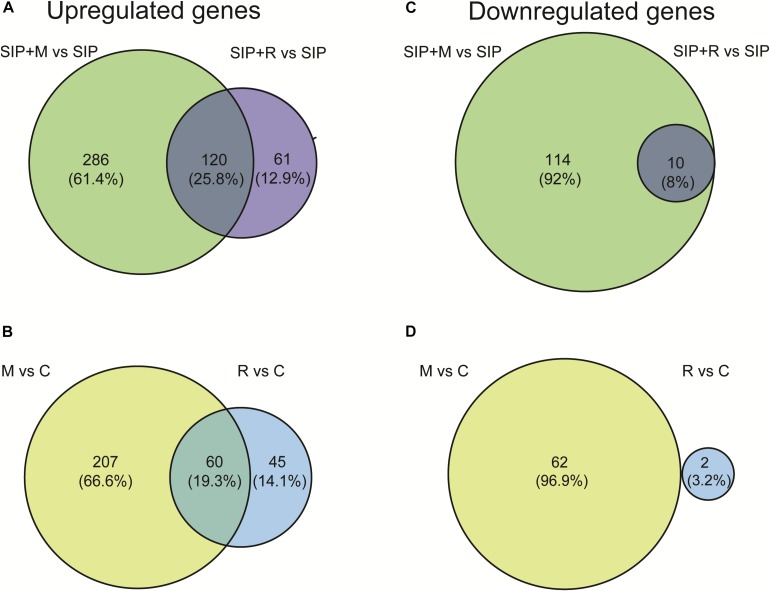
Venn diagrams showing overlap between *Maribacter* sp. (M)- and R*oseovarius* sp. (R)-induced DE genes in presence **(A,B)** and absence **(B,C)** of SIP^+^. **(A,B)** Upregulated **(A)** and downregulated **(B)** genes in response to *Maribacter* sp. (SIP + M) and *Roseovarius* sp. (SIP + R) treatments in presence of SIP^+^. **(C,D)** Upregulated **(C)** and downregulated **(D)** genes in response to *Maribacter* sp. (M) and *Roseovarius* sp. (R) treatments in absence of SIP^+^. The up- and downregulated genes thresholds are: log_2_ fold change (LFC) = 1, false discovery rate (FDR) = 0.05.

Both in induced and in non-induced cultures, *Maribacter* sp. exudates triggered significantly more DE genes compared to *Roseovarius* sp. exudates (Table 1, Figure 4, and Supplementary Figures S1, S2). This indicates that *Maribacter* sp. has a stronger effect on the physiology of *S. robusta* compared to the *Roseovarius* sp.

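Sro1947_g307120, a leukotriene A-4 hydrolase, an enzyme of oxygenated fatty acids, was higher in M than in R (LFC = 5.49, SE 0.661, FDR = 0.00109 from edgeR's quasi-likelihood test), with 11.1 ± 4.56 CPM in M and 0.238 ± 0.133 CPM in R. Sro361_g126680, a pirin, of a family of cupin proteins, was lower in M than in R (LFC = −3.46, SE 0.37, FDR = 0.000404). In M vs. R, 67 genes were higher and 60 lower, but the lower ones were more numerous in 5 of 16 other settings, with 40 and 66 for equal totals, 24 and 41 for at least 10 CPM in at least 3 libraries, 56 and 71 for limma-trend alone, 82 and 92 for limma-trend and quantile normalization and 68 and 83 for limma-trend and library weights. DESeq2 called 490 and 274, and the likelihood ratio test of edgeR 381 and 213. With libraries left out there were 96 and 98 without SIP replicate 2, 21 and 21 without R replicate 2, 33 and 12 without M replicate 1, 56 and 14 without M replicate 2 and 297 and 173 without M replicate 3. Between SIP + M and SIP + R, 0 genes passed edgeR's quasi-likelihood test, with 2340 at an unadjusted p under 0.05, and DESeq2 called 319, the likelihood ratio test of edgeR 144, limma-trend 0, limma-trend with quantile normalization 7, with treat 0 and with library weights 1422. The lowest FDR in that comparison was that of Sro5_g004750 (LFC = 3.70, SE 0.595, FDR = 0.0942), chosen after its values were seen. Of the genes upregulated under SIP+, 1046 passed only with *Maribacter* sp., 548 with both and 264 only with *Roseovarius* sp. exudates, and of the downregulated genes 591, 113 and 24. Without SIP+, 664 genes rose only with *Maribacter* sp., 250 with both and 157 only with *Roseovarius* sp. exudates. The comparisons under SIP+ share the SIP libraries and those without share C, which raises their correlation even where no gene responds. Across genes, which are not independent replicates, the LFCs under SIP+ correlated with r = 0.743 (0.498 in data simulated without effects) and a covariance of 0.712 (0.171 simulated), and those without SIP+ with r = 0.675 (0.498 simulated) and a covariance of 0.631 (0.164 simulated). The overlap in the same direction was 661 genes under SIP+ (54.4 for independent lists) and 309 without (16.3 for independent lists), and since independent lists leave out the shared libraries, the excess is no estimate of a shared effect. The difference between observed and simulated covariance, a rough estimate of the shared effect, was 0.542 under SIP+ and 0.467 without. The simulation gave every group the same spread per gene. In the real data the mean SD of log_2_ differences between replicates was 1.18 in SIP and 0.791 in C. The sizes of these estimates therefore cannot be compared with each other. The control groups of 3 could not be divided, so the overlaps were not computed with separate controls. The count of 127 in M vs. R was 194 without SIP replicate 2, 42 without R replicate 1, 42 without R replicate 2, 34 without R replicate 3, 45 without M replicate 1, 70 without M replicate 2, 470 without M replicate 3, 83 without SIP + R replicate 1, 80 without SIP + R replicate 2 and 84 without SIP + R replicate 3, and that of 0 in SIP + M vs. SIP + R was 1 without SIP replicate 1 and 1 without M replicate 3. The count of 548 was 321 without SIP replicate 1, 280 without SIP replicate 3, 333 without SIP + R replicate 1 and 319 without SIP + M replicate 1, and that of 113 was 70 without SIP replicate 1, 216 without SIP replicate 2, 33 without SIP + R replicate 1 and 38 without SIP + R replicate 2. Sro5_g004750 in SIP + M vs. SIP + R passed the test without M replicate 3 (3.67), with the LFC in parentheses.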

### Proline Biosynthesis Genes Are Upregulated in Presence of *Roseovarius* sp. Exudates and Diproline Concentration Decreases in Presence of *Maribacter* sp. Exudates

One of our main research questions is whether the positive effect of *Roseovarius* and negative effect of *Maribacter* on sexual reproduction is linked to a change in diproline biosynthesis by the diatom. Moeys et al. (2016) hypothesized that the upregulation of proline biosynthesis is crucial for diproline synthesis, thereby increasing the proline pool that can be used for diproline production.

Δ1-Pyrroline-5-carboxylate synthetase (*P5CS*, Sro2012_g310890), a key enzyme in proline biosynthesis (Hu et al., 1992), was upregulated in SIP vs. C, SIP + M vs. M, and SIP + R vs. R, but the strongest upregulation was observed in presence of *Roseovarius* sp. exudates (LFC = 6.89, FDR < 10^–6^), while upregulation was less strong in axenic conditions (LFC = 3.64, FDR < 10^–4^) or in presence of *Maribacter* sp. exudates (LFC = 4.94, FDR < 10^–5^) (Table 2). 

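*P5CS* (Sro2012_g310890), whose product turns glutamate into the precursor of proline, rose from 59.1 ± 14.2 CPM in C to 738 ± 495 CPM in SIP (LFC = 3.64, SE 0.787, FDR = 0.00226 from edgeR's quasi-likelihood test). It had 41.5 ± 45.5 CPM in M and 1273 ± 884 CPM in SIP + M (LFC = 4.94, SE 0.837, FDR = 0.000447). In R it had 9.53 ± 0.6 CPM and in SIP + R 1133 ± 517 CPM (LFC = 6.89, SE 0.918, FDR = 3.32e-05). Adjusted over all genes, the response to SIP+ with *Roseovarius* sp. exudates did not differ significantly from that without exudates (interaction LFC = 3.25, SE 1.03, FDR = 0.393). *P5CS* passed this interaction test when adjusted over the 2 proline genes alone, which the study chose on these samples. The response with *Maribacter* sp. exudates did not differ significantly with either adjustment (interaction LFC = 1.30, FDR = 0.716). In R vs. C the level of *P5CS* did not pass the test over all genes (LFC = −2.63, SE 0.756, FDR = 0.088), but it was lower in R when adjusted over the list alone. *P5CS* in R vs. C passed the test without M replicate 1 (−2.62) and SIP + M replicate 2 (−2.63), with the LFC in parentheses.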

Another gene of this pathway, Δ1-pyrroline-5-carboxylate reductase (*PC5*, Sro216_g089310), was also upregulated in all three comparisons. Here too, upregulation was stronger in the presence of *Roseovarius* sp. exudates (LFC = 4.46, FDR < 10^–5^) compared to *Maribacter* sp. exudates (LFC = 3.15, FDR < 10^–3^) or axenic conditions (LFC = 3.84, FDR < 10^–4^) (Table 2). 

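*PC5* (Sro216_g089310), the reductase of the last step to proline, had 14.3 ± 2.98 CPM in C and 205 ± 67.1 CPM in SIP (LFC = 3.84, SE 0.558, FDR = 6.56e-05 from edgeR's quasi-likelihood test). In M it had 20 ± 12.8 CPM and in SIP + M 178 ± 94.6 CPM (LFC = 3.15, SE 0.54, FDR = 0.000497). In R it had 9.27 ± 1.61 CPM and in SIP + R 204 ± 98 CPM (LFC = 4.46, SE 0.574, FDR = 2.4e-05). Its interaction LFC was 0.61 with *Roseovarius* sp. exudates (FDR = 1) and −0.69 with *Maribacter* sp. exudates (FDR = 0.804), neither of which passed the test. Both proline genes were chosen by the study on these samples, so that 2 of 2 rising in each comparison with SIP+, also when adjusted over the list alone, is not independent evidence.

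**Figure D2:**
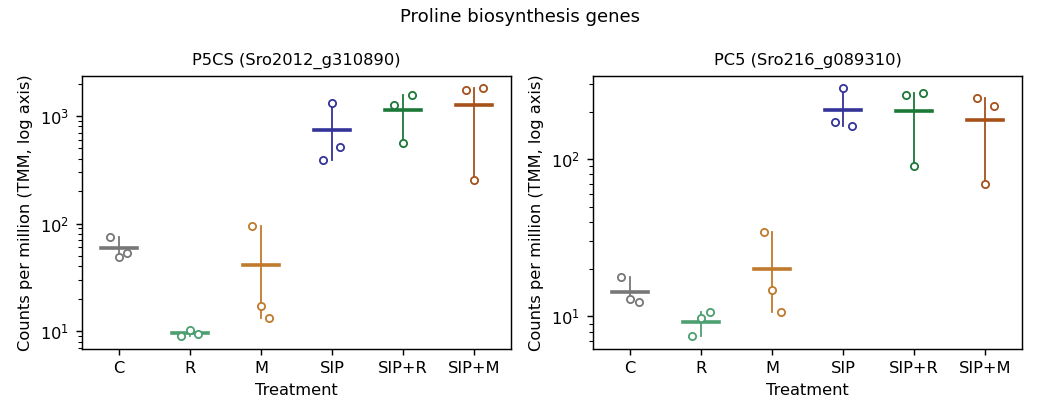
CPM after TMM scaling (vertical axes, log scale) of *P5CS* (left) and *PC5* (right) in the 6 treatments (horizontal axes), with a point per culture, a bar at the mean and a line from the lowest to the highest culture. The induced cultures sit between 251.9 and 1805 CPM for *P5CS*, above the non-induced ones at 8.98 to 94.07, and between 69.8 and 282.4 CPM for *PC5*, above the non-induced ones at 7.48 to 34.5.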

To check if this gene regulation affects diproline production, we measured the attraction pheromone concentration in the medium of induced cultures both in presence and absence of the *Maribacter* sp. and *Roseovarius* sp. exudates (Figure 5A). These measurements confirmed that diproline is only produced in induced cultures. In absence of SIP^+^, the bacterial exudates did not trigger diproline production. Furthermore, as suggested by the transcriptome data, an increase in diproline concentration after treatment with *Roseovarius* sp. exudates occurs; however, the increase is small and not significant (Figure 5A). More interestingly, we observed that the diproline production in induced cultures was significantly lower in the presence of *Maribacter* sp. exudates (*p* < 0.012) compared to axenic cultures. Our transcriptomic data reveal that the proline biosynthetic pathway was strongly upregulated in all induced cultures. Since conditioning with SIP^+^ induces diproline production, this upregulation in response to all treatments with SIP^+^ supports the hypothesis by Moeys et al. (2016) that an increased proline production feeds into the diproline production pathway. Interestingly, diproline biosynthetic genes are upregulated most strongly in the presence of *Roseovariu*s sp. exudates, which is in accordance with the slightly higher concentration of diproline and the enhanced reproduction success observed by Cirri et al. (2018). On the other hand, induced cultures in presence of *Maribacter* sp. exudates did not show a decrease in gene expression of these genes. Thus, the lower concentration of diproline and the negative effect of *Maribacter* sp. on sexual reproduction cannot be explained through this pathway.

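*P5CS* (Sro2012_g310890) did not pass edgeR's quasi-likelihood test in SIP + M vs. SIP (LFC = 0.79, SE 0.712, FDR = 0.528), and neither did *PC5* (Sro216_g089310, LFC = −0.21, SE 0.497, FDR = 0.837). For SIP + R vs. SIP the values were LFC = 0.62 for *P5CS* (FDR = 0.713) and LFC = −0.01 for *PC5* (FDR = 0.995). Between SIP + M and SIP + R, *P5CS* differed by LFC = 0.17 (FDR = 0.985) and *PC5* by LFC = −0.20 (FDR = 0.976).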

**FIGURE 5:**
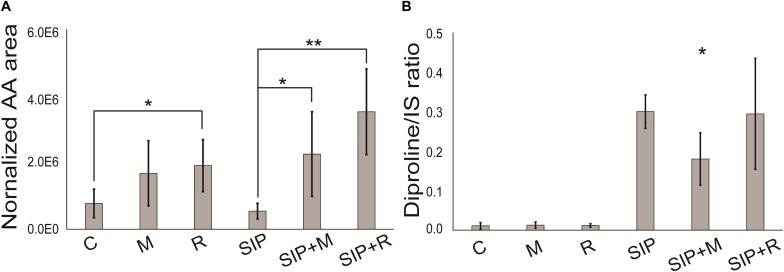
**(A)** Diproline and **(B)** arachidonic acid relative concentration. Arachidonic acid is normalized to diatom biomass. Diproline is normalized to diatom biomass and internal standard. Internal standard (IS) is caffeine (15 nmol). Significance was tested with a one-way ANOVA (adjusted *p*-value after Bonferroni’s correction for multiple comparisons = 0.05). SIP^+^ axenic treatment is taken as control for assessing significant differences in diproline concentration in SIP + M and SIP + R treatments. C is the axenic, non-induced control; M is the non-induced control + *Maribacter* sp. exudates; R is the non-induced control + *Roseovarius* sp. exudates; SIP is the induced axenic control; SIP + M is the induced culture + *Maribacter* sp. exudates; SIP + R is the induced control + *Roseovarius* sp. exudates. ^*^p < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* <0.001.

Considering that the exact mechanism of the attraction pheromone biosynthesis remains unknown and that a significant amount of *S. robusta* genes lack a good annotation, it is possible that other but yet unknown pathways related to diproline production are involved.

### Gene Expression Changes of Amino Acid and Photosynthesis-Related Enzymes in Response to *Maribacter* sp. Exudates Are Potentially Altering the Pool of Proline Precursors in the Cell

Gene ontology enrichment of a set of genes that is upregulated in induced culture only when *Maribacter* sp. exudates are present (SIP + M vs. SIP, Supplementary Table S7) showed a downregulation of several amino acid catabolic pathways, especially those of tyrosine (two genes), arginine (two genes), and phenylalanine (two genes) (Supplementary Table S9). The downregulation of these pathways was stronger in presence of SIP^+^ (SIP + M vs. SIP, Table 4): four downregulated genes involved in tyrosine metabolism, four for phenylalanine catabolism, and two for arginine catabolism. Downregulation in response to *Maribacter* sp. exudates was strongest for a tyrosine aminotransferase (Sro379_g130480) and two fumarylacetoacetase (Sro341_g121520 and Sro341_g121510) (LFC < −3.9, LFC < −3.4, and LFC < −3.33, respectively, in SIP + M vs. SIP, Supplementary Table S8). Both are involved in phenylalanine catabolism: the former enzyme catalyzes the conversion of tyrosine to 4-hydroxyphenylpyruvate, the latter breaks down fumarylacetoacetate into fumarate and acetoacetate (Santucci et al., 2017), thus influencing the TCA cycle. 

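The tyrosine aminotransferase gene Sro379_g130480 fell from 80.3 ± 6.09 CPM in SIP to 5.41 ± 2.37 CPM in SIP + M (LFC = −3.89, SE 0.431, FDR = 8.1e-05 from edgeR's quasi-likelihood test). Of the fumarylacetoacetase genes, which act at the end of tyrosine breakdown, Sro341_g121520 fell from 83.1 ± 12.3 to 7.86 ± 3.35 CPM (LFC = −3.40, SE 0.366, FDR = 6.85e-05) and Sro341_g121510 from 19.2 ± 1.8 to 1.89 ± 0.696 CPM (LFC = −3.33, SE 0.358, FDR = 6.85e-05). These genes were also lower in SIP + R than in SIP, with LFC = −2.33 for Sro379_g130480 (FDR = 0.00386), −1.94 for Sro341_g121520 (FDR = 0.00451) and −2.13 for Sro341_g121510 (FDR = 0.00219). The interaction of SIP+ and *Maribacter* sp. exudates was not significant for Sro379_g130480 (LFC = −1.92, FDR = 0.18), Sro341_g121520 (LFC = −1.06, FDR = 0.465) or Sro341_g121510 (LFC = −1.17, FDR = 0.408). Together with the aromatic amino acid hydroxylase gene Sro2_g001720, 4 of 4 genes fell in SIP + M vs. SIP (median LFC −3.62) and in SIP + R vs. SIP (median −2.23), 3 in M vs. C (4 adjusted over the list alone) and 0 in R vs. C (0 adjusted over the list alone). Of the 4, 0 passed edgeR's test in SIP + M vs. SIP + R (4 adjusted over the list alone, median LFC −1.42). The genes were chosen by the study on these samples and are not independent evidence.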

Interestingly, the phenylalanine-to-tyrosine pathway was one of the processes that was actively upregulated by SIP^+^ (Supplementary Table S1: phenylalanine 4-monooxygenase activity). 

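Sro2_g001720, with the domain of the aromatic amino acid hydroxylases that turn phenylalanine into tyrosine, rose from 9.58 ± 4.73 CPM in C to 201 ± 133 CPM in SIP (LFC = 4.39, SE 0.719, FDR = 0.000212 from edgeR's quasi-likelihood test). It also rose in SIP + R vs. R (LFC = 3.06, SE 0.68, FDR = 0.00392). The tyrosine aminotransferase Sro379_g130480 had LFC = 3.09 in SIP vs. C (FDR = 3.03e-05), and the fumarylacetoacetases had LFC = 2.25 (Sro341_g121510) and 2.05 (Sro341_g121520). Of the 4 genes, 4 rose in SIP vs. C, 2 in SIP + M vs. M and 3 in SIP + R vs. R (4, 3 and 3 when adjusted over the list alone).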

In higher plants, phenylalanine and tyrosine are produced via the shikimate pathway (Tzin and Galili, 2010) and it has been suggested that downstream products like tyramine are involved in defense responses (Trezzini et al., 1993). In diatoms, less is known about the importance of the metabolism of these two amino acids. However, their biosynthesis is strongly connected to the biosynthetic pathway of tryptophan (Bromke, 2013), an amino acid that has a fundamental role in algae–bacteria interactions (Amin et al., 2015).

Interestingly, in cultures treated with SIP^+^ and *Maribacter* sp. exudates, a total of 40 genes associated with photosynthetic functions and the light-harvesting complex (LHC) were upregulated compared to the SIP^+^ only treatment (SIP + M vs. SIP), many of which were downregulated in SIP vs. Control (Table 3 and Supplementary Table S7). 

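Sro1503_g278020, a uroporphyrinogen decarboxylase, which makes a precursor shared by chlorophyll and heme, rose from 5.5 ± 1.35 CPM in SIP to 74 ± 37.1 CPM in SIP + M (LFC = 3.75, SE 0.552, FDR = 0.000756 from edgeR's quasi-likelihood test). Sro1534_g280450, the methyltransferase that acts on magnesium-protoporphyrin IX, rose from 10.4 ± 2.71 to 103 ± 60.1 CPM (LFC = 3.31, SE 0.547, FDR = 0.00148), and Sro68_g038270, a chlorophyll synthase, from 5.73 ± 2.71 to 45.8 ± 19.5 CPM (LFC = 3.00, SE 0.501, FDR = 0.00157). Of 15 genes of tetrapyrrole and chlorophyll biosynthesis in Table S7, 15 rose in SIP + M vs. SIP, with LFCs from 2.45 to 3.75 (median 2.84). All 15 fell in SIP vs. C (median −2.20). In M vs. C, 0 of the 15 passed edgeR's test (median 1.06, 9 adjusted over the list alone). As a set the 15 genes were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 7.78e-19, but adjusted p = 0.0994 with an estimated correlation). Of all 286 genes in Table S7, 188 fell in SIP vs. C and 106 rose in SIP + R vs. SIP (200 adjusted over the list alone). The study chose these lists on the same samples, so they are not independent evidence. Of the 286 genes, 16 are chloroplast-encoded. The total of all chloroplast-encoded gene models, listed there or not, was 291.6 ± 63.5 CPM (without TMM scaling) in SIP and 1308 ± 111 CPM in SIP + M (log_2_ difference 2.18, SE 0.187, exact permutation test, p = 0.1). In SIP vs. C this total did not fall (log_2_ difference 0.122, SE 0.187, exact permutation test, p = 0.6). As the libraries came from an mRNA kit, the total need not follow the amount of chloroplast RNA in the cells. SIP vs. C and SIP + M vs. SIP share the SIP libraries, which alone gives opposite signs. 1114 genes were DE in opposite directions in both (321 for independent lists, a number that leaves out the shared libraries), and across genes the LFCs correlated with r = −0.398 (−0.504 in data simulated without effects) and a covariance of −0.687 (−0.173 simulated).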

Twenty-two of these were fucoxanthin-chlorophyll a–c binding proteins (FCPs, Supplementary Table S7), intrinsic proteins of the thylakoid membrane that bind chlorophyll a and c and that are responsible for the absorption of the blue–green wavelengths in aquatic environments (Schellenberger Costa et al., 2012; Kuczynska et al., 2015). 

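The FCP gene Sro773_g200470 fell from 5151 ± 131 CPM in C to 371 ± 150 CPM in SIP and had 3261 ± 1470 CPM in SIP + M (SIP + M vs. SIP, LFC = 3.13, SE 0.445, FDR = 0.000605 from edgeR's quasi-likelihood test). The LFC of Sro720_g192680, another FCP gene, was −3.51 in SIP vs. C (FDR = 0.000237) and 2.89 in SIP + M vs. SIP (FDR = 0.00427). Of the 28 genes of Table S7 with a chlorophyll A-B binding annotation, counted as FCPs here, 28 fell in SIP vs. C (median LFC −2.57) and 28 rose in SIP + M vs. SIP (median 2.33), also when adjusted over the list alone. In M vs. C, 0 of the 28 passed edgeR's test (0 adjusted over the list alone, median 0.60). The difference between SIP + M vs. SIP and M vs. C passed the interaction test for 2 of the 28 (28 adjusted over the list alone). 3 of the 28 fell in SIP + M vs. M (0 adjusted over the list alone). As a set the FCPs were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 1.68e-30, but adjusted p = 0.0963 with an estimated correlation) and lower in SIP vs. C (adjusted p = 1.78e-17, but adjusted p = 0.159 with an estimated correlation). The FCPs come from a table made on these samples, so they are not independent evidence. The total of chloroplast-encoded transcripts was higher in SIP + M vs. SIP (exact permutation test, p = 0.1, the smallest possible). Unlike the FCPs, it had not fallen in SIP vs. C (log_2_ difference 0.122, SE 0.187, exact permutation test, p = 0.6). It was also higher in M vs. C (log_2_ difference 1.83, SE 0.459). The libraries came from an mRNA kit, so this total need not follow the amount of chloroplast RNA in the cells.

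**Figure D3:**
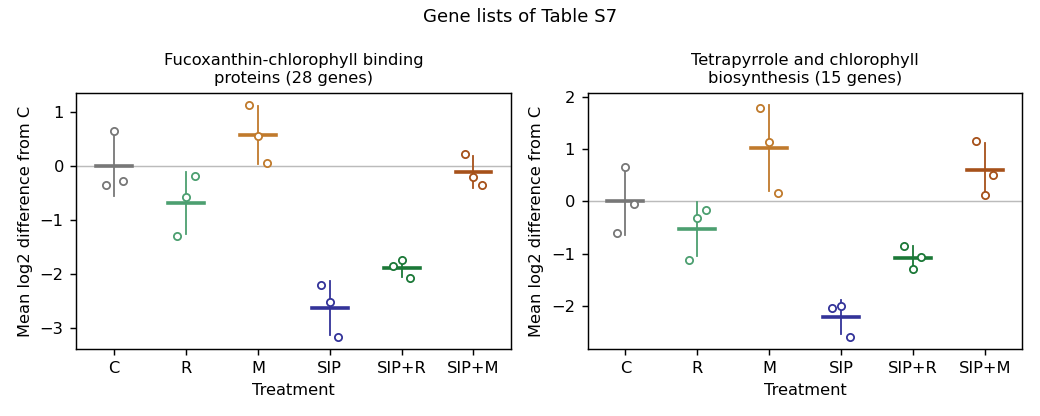
Mean log_2_ difference from C (vertical axes) of the 28 FCP genes (left) and the 15 genes of tetrapyrrole and chlorophyll biosynthesis (right) in the 6 treatments (horizontal axes), with a point per culture, a bar at the mean and a line for the SD. The FCPs lie between −3.17 and −2.2 in SIP, between −2.07 and −1.75 in SIP + R and between −0.347 and 0.222 in SIP + M.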

FCPs are also involved in non-photochemical quenching (NPQ) (Kuczynska et al., 2015), a mechanism that protects plants and algae from high light stress (Horton and Ruban, 2004; Dong et al., 2016). So far, nothing was known about possible effects of bacteria on diatom FCPs or NPQ, and the biological significance of this observation requires more in-depth photophysiological studies. 

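Sro536_g162170, a carotene desaturase, which adds double bonds on the way to carotenoids, rose from 3.56 ± 1.2 CPM in SIP to 22.4 ± 6.65 CPM in SIP + M (LFC = 2.65, SE 0.426, FDR = 0.00131 from edgeR's quasi-likelihood test). Sro20_g014070, the glutamate tRNA ligase that supplies glutamate to tetrapyrrole synthesis, rose from 10.2 ± 6.02 to 76.5 ± 41.8 CPM (LFC = 2.91, SE 0.571, FDR = 0.0043). Of the genes for glutamate-1-semialdehyde aminomutase, which forms aminolevulinate, Sro479_g151140 rose from 20.7 ± 5.49 to 113 ± 31.9 CPM (LFC = 2.45, SE 0.417, FDR = 0.0018) and Sro1597_g284880 from 8.62 ± 1.96 to 47 ± 11.4 CPM (LFC = 2.45, SE 0.403, FDR = 0.00146). Of 5 genes of carotenoid and isoprenoid biosynthesis in Table S7, a list made on these samples, 5 rose in SIP + M vs. SIP (median LFC 2.99) and 5 fell in SIP vs. C (median −2.39), also when adjusted over the list alone. As a set they were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 3.6e-07, but adjusted p = 0.0963 with an estimated correlation). The total of chloroplast-encoded transcripts was above that of every SIP culture in 3 of 3 SIP + M cultures, but it had not fallen in SIP vs. C (log_2_ difference 0.122).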

Next to the FCP genes, we identified four genes involved in carotenoid and chlorophyll biosynthesis which are upregulated in SIP + M vs. SIP: a carotene desaturase (Sro536_g162170), a glutamate tRNA ligase (Sro20_g014070), and two glutamate-1-semialdehyde 2,1-aminomutases (Sro479_g151140 and Sro1597_g284880) (Supplementary Table S7). The strong upregulation of these enzymes, combined with the downregulation of the arginine catabolic pathway (Table 4), could diminish the availability of glutamate and arginine, two important substrates for proline biosynthesis in diatoms (Bromke, 2013).

**TABLE 3:** GO enrichment of genes upregulated by *Maribacter* sp. in the presence of SIP^+^ (SIP + M vs. SIP).

**Upregulated in response to *Maribacter* sp. in presence of SIP^+^**			
**GO ID**	**Description**	**Genes**	***p*-value**

**Biological functions**			
GO:0006779	Porphyrin-containing compound biosynthetic process	9	8.40*E*−09
GO:0009768	Photosynthesis, light harvesting in photosystem I	4	2.50*E*−05
GO:0015994	Chlorophyll metabolic process	5	2.70*E*−05
GO:0010218	Response to far red light	4	4.60*E*−04
GO:0010114	Response to red light	4	8.40*E*−04
GO:0016116	Carotenoid metabolic process	3	1.44*E*−03
GO:0055114	Oxidation–reduction process	23	1.79*E*−03
GO:0009637	Response to blue light	4	2.43*E*−03
GO:0042374	Phylloquinone metabolic process	2	3.43*E*−03
GO:0070127	tRNA aminoacylation for mitochondrial protein translation	2	6.27*E*−03
GO:0000103	Sulfate assimilation	2	7.98*E*−03
GO:0031388	Organic acid phosphorylation	1	1.55*E*−02
GO:0019424	Sulfide oxidation, using siroheme sulfite reductase	1	1.55*E*−02
GO:0007225	Patched ligand maturation	1	1.55*E*−02
GO:0042049	Cellular acyl-CoA homeostasis	1	1.55*E*−02
GO:0009704	De-etiolation	1	1.55*E*−02
GO:0006427	Histidyl-tRNA aminoacylation	1	1.55*E*−02
GO:1900160	Plastid DNA packaging	1	1.55*E*−02
**Molecular functions**			
GO:0004783	Sulfite reductase (NADPH) activity	2	0.00023
GO:0042286	Glutamate-1-semialdehyde 2,1-aminomutase activity	2	2.30*E*−04
GO:0016634	Oxidoreductase activity, acting on the CH–CH group of donors, oxygen as acceptor	2	2.22*E*−03
GO:0010181	FMN binding	2	3.30*E*−03
GO:0004500	Dopamine beta-monooxygenase activity	2	1.15*E*−02
GO:0050311	Sulfite reductase (ferredoxin) activity	1	1.52*E*−02
GO:0004853	Uroporphyrinogen decarboxylase activity	1	1.52*E*−02
GO:0015390	Purine-specific nucleoside:sodium symporter activity	1	1.52*E*−02
GO:0050561	Glutamate-tRNA(Gln) ligase activity	1	1.52*E*−02
GO:0004631	Phosphomevalonate kinase activity	1	1.52*E*−02
GO:0004821	Histidine-tRNA ligase activity	1	1.52*E*−02
GO:0030248	Cellulose binding	1	1.52*E*−02
GO:0004160	Dihydroxy-acid dehydratase activity	1	1.52*E*−02
GO:0015389	Pyrimidine- and adenine-specific:sodium symporter activity	1	1.52*E*−02
GO:0016162	Cellulose 1,4-beta-cellobiosidase activity	1	1.52*E*−02
GO:0047012	Sterol-4-alpha-carboxylate 3-dehydrogenase (decarboxylating) activity	1	1.52*E*−02
GO:0008685	2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase activity	1	1.52*E*−02
GO:0016002	Sulfite reductase activity	1	1.52*E*−02
GO:0009976	Tocopherol cyclase activity	1	1.52*E*−02
GO:0003864	3-Methyl-2-oxobutanoate hydroxymethyltransferase activity	1	1.52*E*−02
GO:0003854	3-Beta-hydroxy-delta5-steroid dehydrogenase activity	1	1.52*E*−02
GO:0000252	C-3 sterol dehydrogenase (C-4 sterol decarboxylase) activity	1	1.52*E*−02
GO:0050421	Nitrite reductase (NO-forming) activity	1	1.52*E*−02
**Cellular component**			
GO:0044434	Chloroplast part	55	6.60*E*−29
GO:0009337	Sulfite reductase complex (NADPH)	2	2.70*E*−04
GO:0048046	Apoplast	7	2.80*E*−04
GO:0020011	Apicoplast	8	9.30*E*−04
GO:0009509	Chromoplast	2	3.89*E*−03

**TABLE 4:** GO enrichment of genes downregulated by *Maribacter* sp. in the presence of SIP^+^ (SIP + M vs. SIP).

**Downregulated in response to *Maribacter* sp. in presence of SIP^+^**			
**GO ID**	**Description**	**Genes**	***p*-Value**

**Biological function**			
GO:0009083	Branched-chain amino acid catabolic process	7	5.20*E*−12
GO:0006559	L-Phenylalanine catabolic process	4	2.20*E*−08
GO:0006570	Tyrosine metabolic process	4	1.00*E*−07
GO:0051262	Protein tetramerization	4	3.20*E*−05
GO:1902000	Homogentisate catabolic process	2	5.70*E*−05
GO:0006637	Acyl-CoA metabolic process	4	1.10*E*−04
GO:0006527	Arginine catabolic process	2	2.80*E*−04
GO:0006567	Threonine catabolic process	2	4.00*E*−04
GO:0033539	Fatty acid beta-oxidation using acyl-CoA dehydrogenase	2	5.30*E*−04
GO:0000098	Sulfur amino acid catabolic process	2	2.50*E*−03
GO:0010188	Response to microbial phytotoxin	1	4.45*E*−03
GO:0044524	Protein sulfhydration	1	4.45*E*−03
GO:0018272	Protein-pyridoxal-5-phosphate linkage via peptidyl-N6-pyridoxal phosphate-L-lysine	1	4.45*E*−03
GO:0008205	Ecdysone metabolic process	1	4.45*E*−03
GO:0007563	Regulation of eclosion	1	4.45*E*−03
GO:0009684	Indoleacetic acid biosynthetic process	1	8.89*E*−03
GO:0002047	Phenazine biosynthetic process	1	8.89*E*−03
GO:0019343	Cysteine biosynthetic process via cystathionine	1	8.89*E*−03
GO:0046951	**Ketone body biosynthetic process**	1	8.89*E*−03
GO:0001560	Regulation of cell growth by extracellular stimulus	1	8.89*E*−03
GO:0019346	Transsulfuration	1	1.33*E*−02
**Molecular functions**			
GO:0004485	Methylcrotonyl-CoA carboxylase activity	2	2.10*E*−05
GO:0016937	Short-branched-chain-acyl-CoA dehydrogenase activity	2	2.10*E*−05
GO:0004085	Butyryl-CoA dehydrogenase activity	2	6.20*E*−05
GO:0004334	Fumarylacetoacetase activity	2	6.20*E*−05
GO:0004121	Cystathionine beta-lyase activity	2	6.20*E*−05
GO:0016833	Oxo-acid-lyase activity	2	1.20*E*−04
GO:0050897	Cobalt ion binding	2	4.51*E*−03
GO:0044540	L-Cystine L-cysteine-lyase (deaminating)	1	4.64*E*−03
GO:0047982	Homocysteine desulfhydrase activity	1	4.64*E*−03
GO:0080108	*S*-alkylthiohydroximate lyase activity	1	4.64*E*−03
GO:0033855	Nicotianamine aminotransferase activity	1	4.64*E*−03
GO:0047022	7-Beta-hydroxysteroid dehydrogenase (NADPH) activity	1	4.64*E*−03
GO:0004505	Phenylalanine 4-monooxygenase activity	1	4.64*E*−03
GO:0004490	Methylglutaconyl-CoA hydratase activity	1	4.64*E*−03
GO:0034617	Tetrahydrobiopterin binding	1	4.64*E*−03
GO:0004838	L-Tyrosine:2-oxoglutarate aminotransferase activity	1	4.64*E*−03
GO:0008709	Cholate 7-alpha-dehydrogenase activity	1	4.64*E*−03
GO:0001540	Amyloid-beta binding	1	9.26*E*−03
GO:0004474	Malate synthase activity	1	9.26*E*−03
GO:0004658	Propionyl-CoA carboxylase activity	1	9.26*E*−03
GO:0004303	Estradiol 17-beta-dehydrogenase activity	1	9.26*E*−03
GO:0009374	Biotin binding	1	1.39*E*−02
GO:0008418	Protein-*N*-terminal asparagine amidohydrolase activity	1	1.39*E*−02
GO:0004123	Cystathionine gamma-lyase activity	1	1.39*E*−02
GO:0033938	1,6-Alpha-L-fucosidase activity	1	1.39*E*−02
**Cellular component**			
GO:0005759	Mitochondrial matrix	8	9.00*E*−06
GO:0012511	Monolayer-surrounded lipid storage body	1	1.30*E*−02

Taking these results into account, it appears that treatment with *Maribacter sp.* exudates has a strong influence on gene expression of amino acid metabolism and LHC genes. 

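Sro236_g095030, a subunit of methylcrotonoyl-CoA carboxylase, an enzyme of leucine breakdown, fell from 172 ± 43 CPM in SIP to 18.6 ± 11.3 CPM in SIP + M (LFC = −3.20, SE 0.604, FDR = 0.00345 from edgeR's quasi-likelihood test). Sro691_g187870, a dihydrolipoyl dehydrogenase, fell from 321 ± 209 to 24.1 ± 8.67 CPM (LFC = −3.73, SE 0.748, FDR = 0.00491). Sro1843_g301120, an acyl-CoA dehydrogenase of branched-chain amino acids, fell from 57.8 ± 18.7 to 8.03 ± 3.93 CPM (LFC = −2.85, SE 0.55, FDR = 0.00403). Of 6 genes of branched-chain amino acid catabolism in Table S8, 6 fell in SIP + M vs. SIP (median LFC −2.87) and 5 in M vs. C (median −1.97), with the same counts adjusted over the list alone. Of the 6, 2 fell in SIP + R vs. SIP (6 adjusted over the list alone, median −1.59). In SIP vs. C, 5 of the 6 rose (median 2.12). The list was read from an incomplete copy of Table S8, which the study made on these samples, so it is not independent evidence.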

We observed that *Maribacter* sp. exudates do not negatively influence the sexual reproduction of *S. robusta* by directly targeting proline production. Instead, we hypothesize that the upregulation of photosynthetic pigment production, combined with the diminishing glutamate availability might reduce the intracellular pool of proline precursors (glutamate, arginine) and thereby indirectly influences diproline biosynthesis (Figure 6). 

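Between SIP + M and SIP + R, 0 of 28 FCP genes (median LFC 1.74), 0 of 15 tetrapyrrole and chlorophyll genes (median 1.62) and 0 of 5 carotenoid and isoprenoid genes (median 1.90) passed edgeR's quasi-likelihood test over all genes. Adjusted over each list alone the counts were 28, 15 and 4. The 3 lists were taken from Table S7, whose genes were chosen for a rise in SIP + M vs. SIP. With glmTreat 285 of its 286 genes were called in SIP + M vs. SIP and 0 in SIP + R vs. SIP, so that a higher level in SIP + M than in SIP + R was part of the choice and the counts are not a test of it. From proline genes that did not fall, the paper reasons that *Maribacter* sp. exudates do not act on proline synthesis directly. It proposes instead that pigment synthesis, together with less available glutamate, lowers the supply of proline precursors and thereby of diproline.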

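The uroporphyrinogen decarboxylase gene Sro94_g048930 had 5.97 ± 1.34 CPM in SIP and 18.4 ± 3.09 CPM in SIP + R, a difference that did not pass edgeR's quasi-likelihood test (LFC = 1.62, SE 0.46, FDR = 0.0618). The carotene desaturase gene Sro536_g162170 rose in SIP + R vs. SIP (LFC = 1.75, SE 0.415, FDR = 0.0241). Of 28 FCP genes, 0 passed the test in SIP + R vs. SIP (0 adjusted over the list alone, and 1 with limma-trend and library weights), and the 28 LFCs ranged from 0.23 to 1.11 (median 0.69). Of 15 tetrapyrrole and chlorophyll genes, 0 passed (8 adjusted over the list alone, median 1.07), and of 5 carotenoid and isoprenoid genes 1 (2 adjusted over the list alone, median 1.08). As a set the FCPs were higher than other genes in SIP + R vs. SIP (camera, adjusted p = 6.25e-07, but adjusted p = 0.429 with an estimated correlation), and so were the tetrapyrrole and chlorophyll genes (adjusted p = 2.87e-07, but adjusted p = 0.283 with an estimated correlation). These lists were chosen for a rise in SIP + M vs. SIP, which shares the SIP libraries. They would therefore tend to lie higher in SIP + R vs. SIP even without an effect, and the set tests do not show one. Since the choice also left out genes called with glmTreat in SIP + R vs. SIP, the low counts are no test either. Of the 28 FCPs, 16 fell in SIP + R vs. R (21 adjusted over the list alone). That count was 8 without R replicate 2, 7 without R replicate 3, 10 without SIP + R replicate 1, 10 without SIP + R replicate 2 and 7 without SIP + R replicate 3. The total of chloroplast-encoded transcripts was 890 ± 439 CPM (without TMM scaling) in SIP + R, 1.50 above SIP on the log_2_ scale (SE 0.483, exact permutation test, p = 0.1). Sro94_g048930 in SIP + R vs. SIP passed the test without M replicate 1 (1.60), M replicate 3 (1.60) and SIP + M replicate 2 (1.62), with the LFC in parentheses. The call of Sro536_g162170 in SIP + R vs. SIP ended without SIP replicate 2 (1.61), SIP replicate 3 (1.64), SIP + R replicate 1 (1.64) and SIP + R replicate 3 (1.67).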

Contrary, in *Roseovarius* sp.-treated samples, we do observe an upregulation in proline biosynthetic genes and no upregulation of LHC-related genes (see Supplementary Tables S3–S6). This could result in an increased or prolonged diproline production and release, explaining the enhancement of sexual efficiency observed by Cirri et al. (2018) and the concentration of diproline comparable to that of axenic cultures.

**FIGURE 6:**
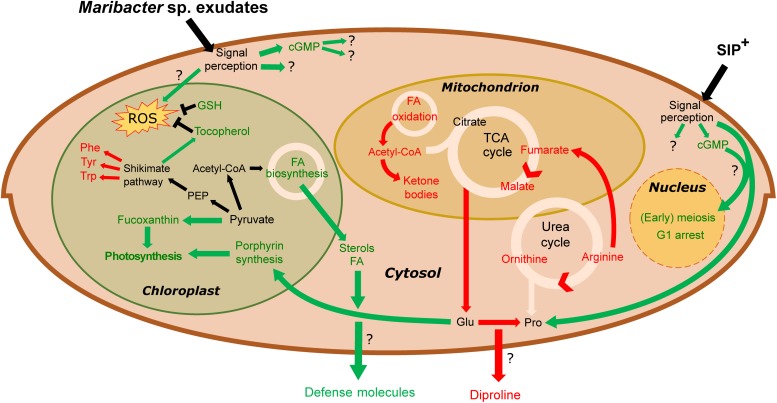
Overview of metabolic changes in *S. robusta* when exposed to SIP^+^ and *Maribacter* sp. exudates. In green are the upregulated processes, red the downregulated ones. *Maribacter* sp. exudates do not directly influence early meiotic processes. Stress induced by bacterial exudates triggers cGMP signaling cascades, an upregulation of photosynthetic pigment production and an oxidative stress response (by tocopherol and glutathione biosynthesis). Flux through the urea- and TCA cycle is reduced, diminishing intracellular arginine, fumarate, malate, and glutamate pools. Glutamate, precursor for proline synthesis, is used for porphyrin production, so the upregulated porphyrin synthesis could affect proline biosynthesis and thus also diproline production. Phe, phenylalanine; Tyr, tyrosine; Trp, tryptophan; Glu, glutamate; Pro, proline; GSH, glutathione; FA, fatty acid; PEP, phosphoenolpyruvate.

### Both Bacterial Exudates Trigger Detoxification, Oxidative Stress Responses, and Oxylipins Precursor Release in *S. robusta*

Apart from transcriptional changes in *S. robusta* that were specific to the exudates produced either by *Maribacter* sp. or *Roseovarius* sp., both bacterial exudates caused upregulation of metabolic processes related to oxidative stress responses, detoxification, and defense mechanisms (Supplementary Tables S10, S11).

Several genes that were upregulated in response to both *Roseovarius* sp. and *Maribacter* sp. exudates in the presence of SIP^+^ encode proteins that contain a flavodoxin-like fold, as a NADPH-dependent oxidoreductase (Sro481_g151580, LFC > 7) and an alcohol dehydrogenase (Sro989_g228490, LFC > 5) (Supplementary Table S10). These proteins are involved in energy metabolism, electron transfer, and in response mechanisms to reactive oxygen species (ROS)-stimulated stress (Quijano et al., 2016; Sies et al., 2017; Poirier et al., 2018).

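The NADPH-dependent oxidoreductase gene Sro481_g151580, with 2 counts over the SIP libraries, was higher in SIP + M than in SIP by a ratio of 283 (counting interval 78 to 2340) and in SIP + R by a ratio of 639 (counting interval 177 to 5280). Sro849_g210500, another protein with a flavodoxin-like fold, had 2.03 ± 0.769 CPM in SIP, 225 ± 113 CPM in SIP + M (LFC = 6.79, SE 0.582, FDR = 1.95e-05 from edgeR's quasi-likelihood test) and 272 ± 73.7 CPM in SIP + R (LFC = 7.06, SE 0.589, FDR = 1.29e-05). Sro16_g011920, of the same fold, had LFC = 4.14 in SIP + M vs. SIP and 4.89 in SIP + R vs. SIP. Sro989_g228490, annotated as a mannitol dehydrogenase, rose from 4.28 ± 1.41 CPM in SIP to 268 ± 180 CPM in SIP + M (LFC = 5.97, SE 0.831, FDR = 0.000501) and 208 ± 110 CPM in SIP + R (LFC = 5.60, SE 0.818, FDR = 0.00127). Of the 3 flavodoxin-like genes, 3 rose in SIP + M vs. SIP, SIP + R vs. SIP and R vs. C, and 0 passed edgeR's test in M vs. C (0 adjusted over the list alone, median LFC 0.98). All 3 were lower in M than in R (median −3.45). They come from an incomplete copy of Table S10, made on these samples, and are not independent evidence, also where they pass when adjusted over the list alone. SIP + M vs. SIP and SIP + R vs. SIP share the SIP libraries.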

Moreover, both bacterial exudates influenced glutathione metabolism. Glutathione is a tripeptide acting as fundamental antioxidant in many eukaryotes, including phytoplankton (Poirier et al., 2018). Glutathione *S*-transferases (GST) (Sro1751_g295250 and Sro945_g223090) and glutathionyl-hydroquinone reductases (GS-HQR) (Sro596_g172810 and Sro2126_g315740) were found to be especially upregulated (Supplementary Table S10). These enzymes play important roles in detoxification reactions in plants. 

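The GST gene Sro1751_g295250 had 15.1 ± 12.8 CPM in SIP, 267 ± 125 CPM in SIP + M (LFC = 4.14, SE 0.572, FDR = 0.000478 from edgeR's quasi-likelihood test) and 176 ± 61.1 CPM in SIP + R (LFC = 3.54, SE 0.557, FDR = 0.00197). Sro945_g223090, another GST, rose from 0.627 ± 0.0965 to 5.54 ± 1.9 CPM in SIP + M (LFC = 3.13, SE 0.412, FDR = 0.000365) and to 6.61 ± 2.63 CPM in SIP + R (LFC = 3.38, SE 0.415, FDR = 0.000286). Of the GS-HQR genes, Sro596_g172810 had LFC = 3.59 in SIP + M vs. SIP and 4.54 in SIP + R vs. SIP, and Sro2126_g315740 had LFC = 3.95 and 5.40. Without SIP+, Sro1751_g295250 rose in M vs. C (LFC = 7.25, FDR = 1.29e-05) and in R vs. C (LFC = 5.41, FDR = 0.000181), whereas Sro945_g223090 did not pass the test in M vs. C (LFC = 0.12, FDR = 0.891) or in R vs. C (LFC = 0.55, FDR = 0.492). Of these 4 genes, 4 rose with each exudate under SIP+, 2 in M vs. C (3 adjusted over the list alone) and 3 in R vs. C (3 adjusted over the list alone). The study named them from these samples, so they are not independent evidence.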

GSTs transfer GSH to electrophilic centers of toxic, hydrophobic compounds, and the resulting conjugates are more soluble and therefore less toxic (Sheehan et al., 2001). GS-HQRs are a particular type of GSTs that reduce GS-hydroquinones and are believed to play a maintenance role for an array of metabolic pathways in photosynthetic organisms (Belchik and Xun, 2011).

Furthermore, sterol and fatty acid biosynthetic pathways were affected by the presence of both bacterial exudates. 

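The tocopherol cyclase gene Sro1471_g275440, which closes the ring of tocopherols, had 0.901 ± 0.115 CPM in SIP, 5.2 ± 1.13 CPM in SIP + M (LFC = 2.52, SE 0.381, FDR = 0.000879 from edgeR's quasi-likelihood test) and 6.92 ± 0.421 CPM in SIP + R (LFC = 2.93, SE 0.385, FDR = 0.000469). Sro5_g004350, a cytochrome P450 annotated as a cholesterol derivative hydroxylase, an enzyme of cholesterol breakdown, rose from 0.36 ± 0.234 CPM in SIP to 4.69 ± 0.527 CPM in SIP + M (LFC = 3.68, SE 0.7, FDR = 0.00364) and 9.92 ± 2.53 CPM in SIP + R (LFC = 4.76, SE 0.722, FDR = 0.00167). It had fallen with SIP+ alone (SIP vs. C, LFC = −3.37, SE 0.695, FDR = 0.00155). Together with an oxophytodienoate reductase and Sro989_g228490, annotated as a mannitol dehydrogenase, 4 of 4 defense genes rose in SIP + M vs. SIP and in SIP + R vs. SIP, 2 in M vs. C and 3 in R vs. C, with the same counts adjusted over the list alone. Their choice on these samples makes them no independent evidence.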

Cholesterol catabolism and the concomitant upregulation of tocopherol cyclase activity (Supplementary Table S11) indicated that *S. robusta* may use this molecule as a defense mechanism against oxidative stress. Tocopherols are antioxidants present in plastids of all lineages of photosynthetic eukaryotes and are involved in different stress responses in diatoms (Havaux and García-Plazaola, 2014; Lauritano et al., 2015). Fatty acid catabolism (fatty acid beta-oxidation) and ketone body synthesis were particularly influenced by *Maribacter* sp. exudates. Acetyl-CoA metabolism (Table 4) and fumarylacetoacetase activity (Table 4) were downregulated, leading to a decreased fumarate pool, involved in the TCA cycle. Also enoyl-CoA hydratase (Sro2125_g315680, LFC < −3.3, Supplementary Table S8), an enzyme responsible for hydrating the double bond between the second and third carbons of Acyl-CoA and involved in fatty acid catabolism to produce acetyl-CoA and energy (Bahnson et al., 2002), was downregulated. 

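The enoyl-CoA hydratase gene Sro2125_g315680 fell from 16.1 ± 8.44 CPM in SIP to 1.61 ± 1.39 CPM in SIP + M (LFC = −3.32, SE 0.716, FDR = 0.00796 from edgeR's quasi-likelihood test). Sro295_g110550, a peroxisomal acyl-coenzyme A oxidase, which starts beta-oxidation in peroxisomes, fell from 16.6 ± 2.85 to 0.62 ± 0.575 CPM (LFC = −4.73, SE 0.706, FDR = 0.000804). In SIP + R vs. SIP, Sro2125_g315680 had LFC = −2.04 (FDR = 0.116) and Sro295_g110550 LFC = −1.87 (FDR = 0.109), and 0 of these 2 genes passed edgeR's test (2 adjusted over the list alone). Between SIP + M and SIP + R, Sro2125_g315680 (LFC = −1.28, FDR = 0.605) and Sro295_g110550 (LFC = −2.86, FDR = 0.178) did not pass the test, and 1 of the 2 was lower in SIP + M when adjusted over the list alone. Without SIP+, Sro295_g110550 was lower in M than in R (LFC = −3.38, SE 0.673, FDR = 0.0339) and Sro2125_g315680 did not differ significantly (LFC = −1.25, FDR = 0.616). In SIP vs. C 2 of 2 rose (median LFC 2.10), and in M vs. C 2 of 2 fell (median −2.92), also when adjusted over the list alone. The genes were chosen by the study on these samples and are not independent evidence. The call of Sro295_g110550 in M vs. R ended without R replicate 2 (−2.56), R replicate 3 (−3.60), M replicate 1 (−3.01) and M replicate 2 (−3.83), with the LFC in parentheses.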

All these observations suggest that, in the presence of bacteria exudates, *S. robusta* metabolism shift from fatty acids catabolism to intracellular accumulation of this compounds (Shi and Tu, 2015), maybe to function as defense mechanisms. The detection of upregulated acyl-CoA metabolic pathways in presence of *Maribacter* sp. exudates (SIP + M vs. SIP, Supplementary Table S11), different from the downregulated acyl-CoA pathways mentioned above, supports this hypothesis. 

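Sro250_g098890, annotated as an oxophytodienoate reductase-like protein of the NADH:flavin oxidoreductase family, rose from 16.4 ± 9.84 CPM in SIP to 1243 ± 675 CPM in SIP + M (LFC = 6.25, SE 0.81, FDR = 0.000319 from edgeR's quasi-likelihood test) and 1321 ± 764 CPM in SIP + R (LFC = 6.33, SE 0.813, FDR = 0.000385). Without SIP+ it rose from 3.1 ± 2.56 CPM in C to 473 ± 303 CPM in M (LFC = 7.26, SE 0.851, FDR = 0.000127) and 210.4 ± 101 CPM in R (LFC = 6.09, SE 0.808, FDR = 0.000791). SIP + M and SIP + R did not differ significantly (LFC = −0.09, SE 0.644, FDR = 0.994). The interaction of SIP+ and exudate was not significant with *Maribacter* sp. (LFC = −1.01, FDR = 0.77) or *Roseovarius* sp. exudates (LFC = 0.24, FDR = 1).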

Interestingly, a putative 12-oxophytodienoate reductase (OPR) (Sro250_g098890) was strongly upregulated in induced cultures when both bacterial exudates were present (LFC > 6) (Supplementary Table S10). OPRs are flavoprotein enzymes that regulate jasmonic acid biosynthesis from the fatty acid linolenic acid, a crucial mediator of chemical defense mechanisms and plant–microbe interactions in plants (Erb, 2018; Koo, 2018). More generally, OPRs function in α-linolenic acid metabolism and oxylipin biosynthesis (Weber, 2002), well-studied oxygenated fatty acid derivates known for their function as defense molecules in algae (Wasternack, 2007) and especially in diatoms (Pohnert, 2002). A targeted lipidomics analysis for fatty acids and oxylipins was performed to check if indeed the production of these compounds was increased in the presence of bacterial exudates. Arachidonic acid, a fundamental polyunsaturated fatty acid involved in cell signaling (Piomelli, 1993) and inflammation (Calder, 2011) and also synthesized by diatoms (Dunstan et al., 1993), was the only detectable oxylipin in our metabolomics analysis. This is possibly because it is one of the most abundant and important precursor for a range of oxylipins (Pohnert and Boland, 2002; Rettner et al., 2018). The concentration of released arachidonic acid was significantly higher in both SIP + M and SIP + R when compared to induced axenic conditions (SIP) and also in the presence of *Roseovarius* exudates without SIP^+^ (R) compared to the axenic control (C) (Figure 5B). We further investigated oxylipins that were also measured by Rettner et al. (2018), but could find no upregulation in any treatment. Oxylipins were so far predominantly detected from lysed or damaged diatom cells (Pohnert and Boland, 2002), but recently it was suggested that these compounds could have a role in diatom resistance against algicidal bacteria (Meyer et al., 2018) and our study expands this concept even further.

### Comparative Metabolomics Reflects the Different Effects of *Roseovarius* sp. and *Maribacter* sp. Exudates

The medium of *S. robusta* cultures in different treatments was used for metabolomic analysis to gain insights into chemical responses of the induced *S. robusta* cells exposed to bacterial exudates. A principal component analysis (PCA) of both bacterial exudates treatments and an axenic control in presence of SIP^+^ (SIP + M, SIP + R, SIP) shows that the exometabolome of *S. robusta* changes under the influence of bacterial exudates, but the separation of the groups is small (Supplementary Figure S3). We therefore decided to analyze the *Roseovarius* and *Maribacter* datasets separately to highlight potential differences between the two bacterial treatments.

SIP + M and SIP + R samples clearly clustered separately from *S. robusta* axenic samples (SIP) and from bacterial exudates alone (Figures 7A,C), confirming that both bacterial exudates influenced the *S. robusta* exometabolome. To check if these differences were due to presence of molecules from bacterial exudates or in fact caused by *S. robusta* exometabolites, features found in exudates of the bacteria were removed from the feature list of SIP + M and SIP + R. The PCA plots show a clear separation of *Maribacter* sp. exudates-treated induced cultures (SIP + M) from the induced axenic controls (SIP) (Figure 7B), while cultures treated with *Roseovarius* sp. exudates (SIP + R) are largely overlapping with induced axenic cultures (Figure 7D). When we compared the metabolome of non-induced cultures in presence of bacterial exudates (R and M) to the axenic non-induced controls (C), both *Roseovarius*- (R) and *Maribacter* exudates-treated cultures (M) are overlapping with the controls (Supplementary Figure S4). These results corroborate the outcome of our physiological and transcriptomic analysis, with *Maribacter* sp. having a stronger effect on the sexual reproduction and the metabolism of sexually induced MT^–^ *S. robusta* cells.

**FIGURE 7:**
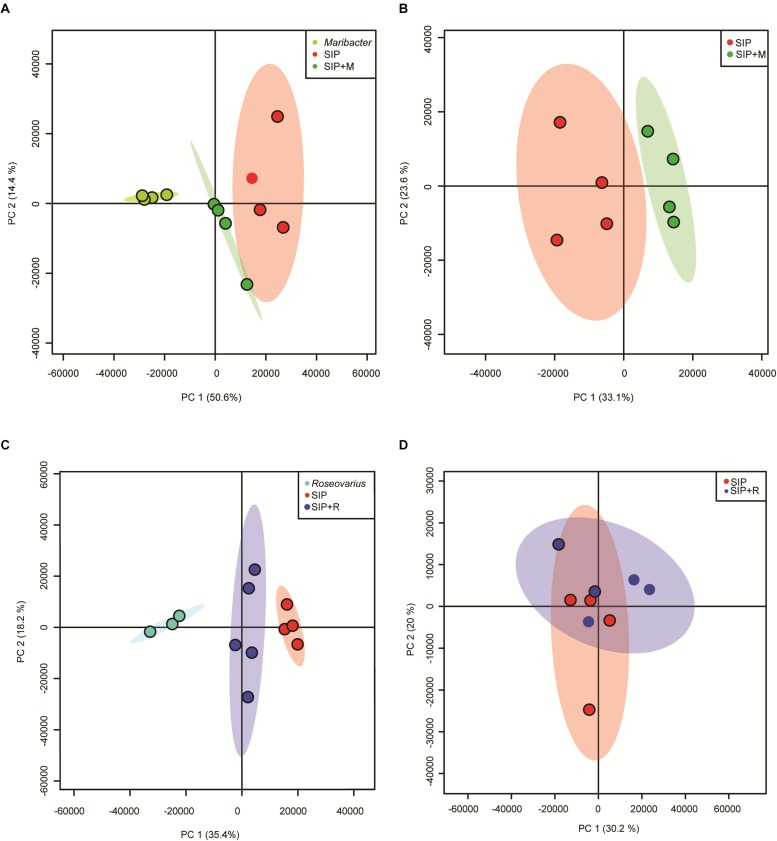
PCA scores plot of exometabolome samples of SIP^+^-induced cultures and bacteria exudates. **(A)** PCA of SIP axenic control, induced cultures + *Maribacter* sp. exudates and *Maribacter* sp. exudates alone. **(B)** PCA of SIP axenic control and induced cultures + *Maribacter* sp. exudates with subtraction of features from *Maribacter* sp. exudates alone. **(C)** PCA of SIP axenic control, induced cultures + *Roseovarius* sp. exudates and *Roseovarius* sp. exudates. **(D)** PCA of SIP axenic control and induced cultures + *Roseovarius* sp. exudates with subtraction of features from *Roseovarius* sp. exudates.

We therefore used a comparative metabolomics approach to investigate the exudates of *Maribacter* sp. and the exometabolome of induced (SIP^+^-treated) *S. robusta* when exposed to *Maribacter* sp. exudates (SIP + M) to search for putative signaling molecules. We performed a one-way ANOVA (FDR cutoff = 0.05, Fisher LSD *post hoc* analysis) to select for significant features and chose the top 25 among them (ranked by adjusted *p-*value). Although most of the molecules were identified as unknown, retention times allowed a classification based on their polarity (Figure 8A). Most of the upregulated compounds in SIP + M treatment ranged from mid-polar to non-polar, eluting between 4.5 and 9 min (from 45% of acetonitrile to 100% of acetonitrile solvent composition), while many of the upregulated molecules in SIP medium were non-polar, eluting after 9 min. When we included molecules from bacterial exudates in the analysis (Figure 8B), several compounds released in the medium by *Maribacter* sp. showed a high chromatographic peak intensity that was significantly decreased in SIP + M treatment, suggesting the potential involvement of a signaling mechanism in which the bacterial compound could be degraded by the diatom. In particular, two compounds, eluting at 2.95 min (MW = 165.06493 Da, putative chemical molecular formula C_6_H_7_N_5_O) and at 8.45 min (MW = 224.08345 Da, putative molecular formula C_15_H_12_O_2_) had high peak intensities in *Maribacter* sp. exudates (peak intensity = 10^6^), while their intensities were, respectively, three and one order of magnitude lower in SIP + M treatments. Moreover, these compounds were not present in high amounts in *Roseovarius* sp. exudates (Supplementary Figure S5). After obtaining a fragmentation tree from our MS/MS data and comparing it to public and in-house libraries, we got putative structure for the two compounds: the first one was annotated as a presumed methylguanine, a methyl derivative of the nucleobase guanine, while the second one was annotated as a small weight flavanone (Figure 6B). Methylguanines are naturally occurring modified purines from tRNA in humans (De Bont and van Larebeke, 2004) but they are not known to be produced by bacteria as exometabolites. Flavanones are a type of flavonoids that often occur in plants and have several functions, from antioxidants to antimicrobial (Cushnie and Lamb, 2005), and were also found in a *Pseudovibrio* sp. (Crowley et al., 2014). However, flavanone production by other marine bacteria as well as a function in inter-kingdom crosstalk has not yet been described. Further metabolomics experiments using larger volumes of bacterial exudates and *S. robusta* are needed to better elucidate the nature of these compounds. Moreover, fractionation-guided bioassays may explain their biological function.

**FIGURE 8:**
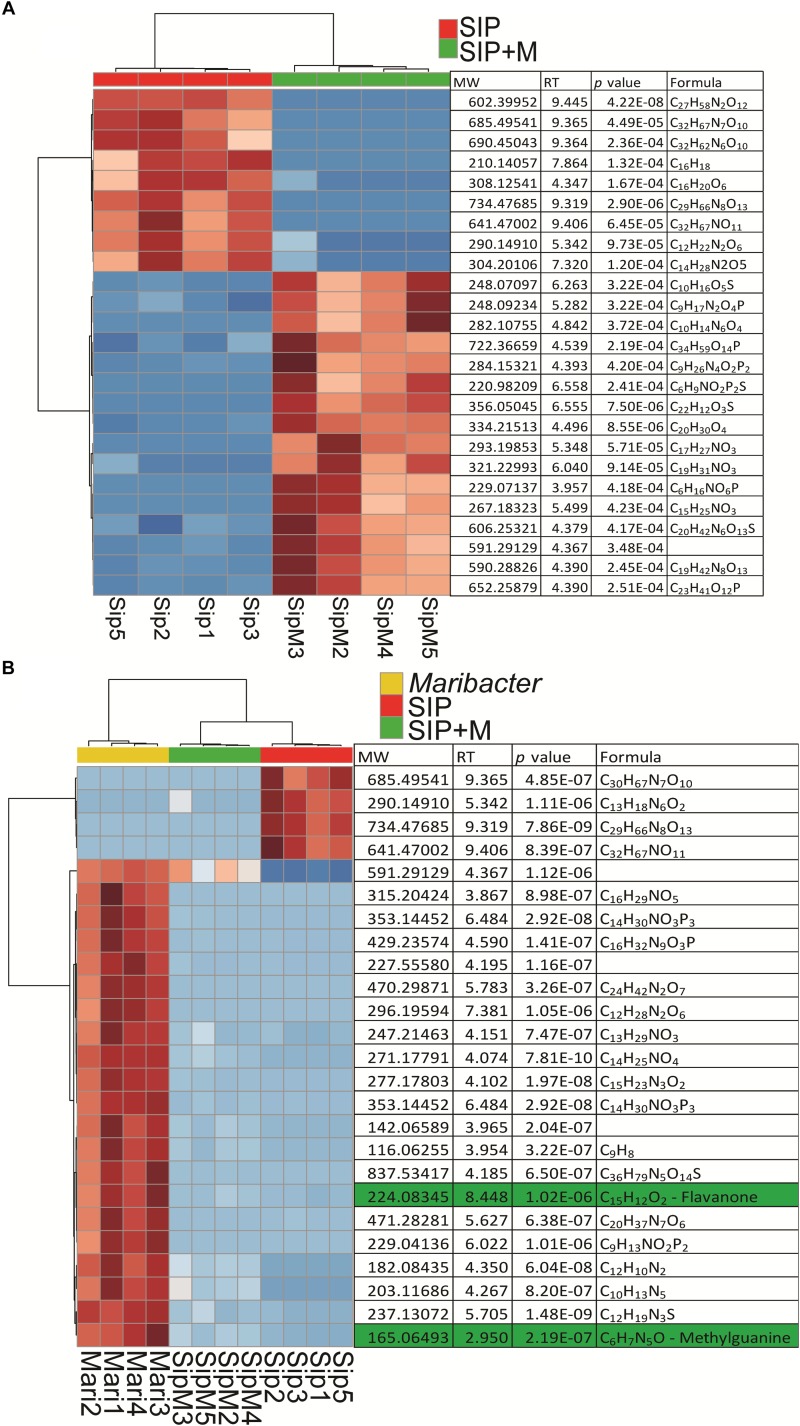
Heatmaps of up- and downregulated *S. robusta* exometabolites: **(A)** in presence or absence of *Maribacter* exudates after subtraction of *Maribacter* sp. features and **(B)** in presence or absence of *Maribacter* exudates and up- and downregulated exometabolites from *Maribacter* sp. For two way comparisons, significance was evaluated with a *t*-test (α = 0.05), hierarchical clustering is based on Euclidean distances and using Ward’s method. For multiple comparisons, significance was evaluated with a one-way ANOVA (adjusted *p*-value after Fisher LSD *post hoc* test = 0.05), hierarchical clustering was based on Euclidean distances and using Ward’s method. Red is for upregulated metabolites and blue is for downregulated metabolites.

## Conclusion

Bacteria associated to *S. robusta* are able to modulate diproline concentrations in the medium and two of them (*Roseovarius* sp. and *Maribacter* sp.) have an opposite effect on the sexual efficiency of *S. robusta*, with *Maribacter* sp. reducing mating efficiency and *Roseovarius* sp. slightly improving it (Cirri et al., 2018). This effect is observed also when *S. robusta* cultures are treated with exudates from this two bacteria (Cirri et al., 2018). Following these findings, we now provide the first insights into the bacterial exudates effect on sexual reproduction of *S. robusta* on a molecular level using a combination of physiological, metabolomic, and transcriptomic approaches. With the integration of different data types, we were able to conclude that both bacterial exudates do not directly interfere with cell cycle arrest and expression of genes related to sexual reproduction of *S. robusta*. Rather, *Roseovarius* sp. exudates cause an increase of proline biosynthetic activity, whereas *Maribacter* sp. exudates influence amino acid and LHC biosynthetic processes. We hypothesize that these two distinct responses lead to opposite effects on production of the attraction pheromone diproline released by *S. robusta*. Moreover, both bacterial exudates are triggering an oxidative stress response in the diatom, which is involving fatty acid metabolism and oxylipin production. It is important to highlight that in addition to the annotated DE genes discussed here, several highly up- and downregulated genes in all treatments were lacking a functional annotation. Better annotations will provide future studies with more knowledge to unravel the influence of bacteria on diatom sexuality and metabolic regulation. These results will pave the way to a better understanding of diatoms life cycle regulation in natural environments and more generally of the importance of inter-kingdom signaling for diatom reproduction and survival.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131727.

## Author Contributions

EC, SDD, GB, and MW performed the experiments and analyzed the data. EC and SDD analyzed the transcriptomics data. EC analyzed the metabolomics data. GB analyzed the flow cytometry data. CO-C and KV performed the gene model prediction. MW analyzed the oxylipins concentration. EC, SDD, WV, and GP conceived the experiments and the experimental setup. EC, SDD, WV, and GP wrote the manuscript. All authors reviewed the manuscript and the results.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://bccm.belspo.be

2 http://www.R-project.org/

3 http://hannonlab.cshl.edu/fastx_toolkit/index.html

4 http://revigo.irb.hr/

5 http://bioinfogp.cnb.csic.es/tools/venny/index.html

6 www.graphpad.com

# Supplementary material for: Associated Bacteria Affect Sexual Reproduction by Altering Gene Expression and Metabolic Processes in a Biofilm Inhabiting Diatom
**Source:** Front Microbiol. 2019 Aug 2;10:1790. doi: 10.3389/fmicb.2019.01790
**Supplement:** Supplementary file 1

Supplementary material

# **Supplementary figures and tables**

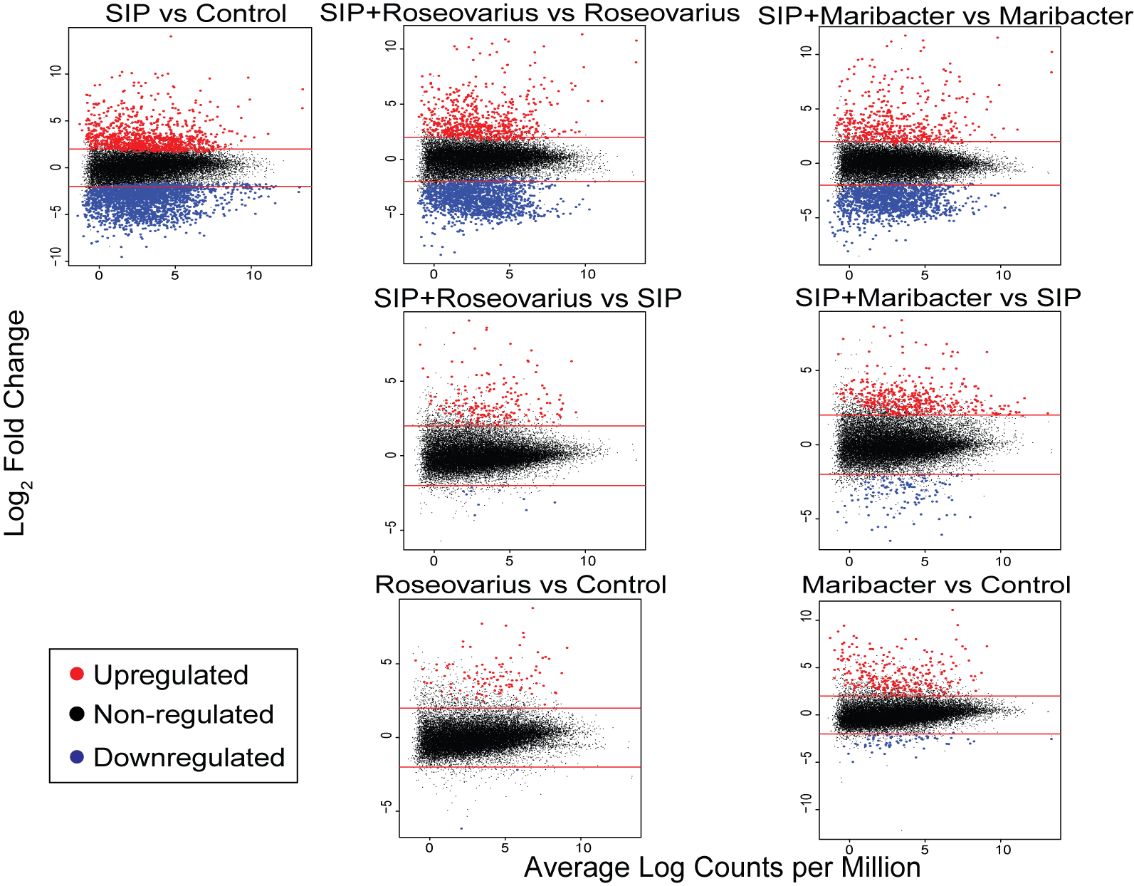

**Figure S1: Mean-difference plot of log_2_ fold change versus the average log2-count per millions in different comparisons of different treatments.**

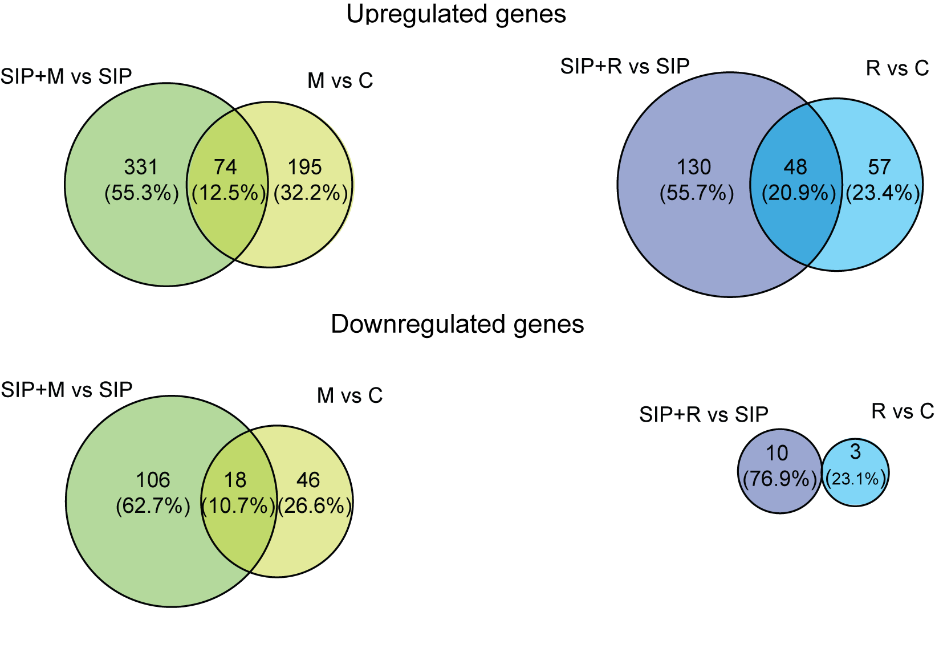

d

b

c

a

**Figure S2**: **Venn diagrams of up- (a and b) and downregulated (b and c) *S. robusta* genes under bacterial influence.** a) and c) refers to SIP+ induced versus non-induced *S. robusta* in presence of *Maribacter* sp. medium, b) and d) to SIP+ induced versus non-induced *S. robusta* in presence of *Roseovarius* sp. medium.

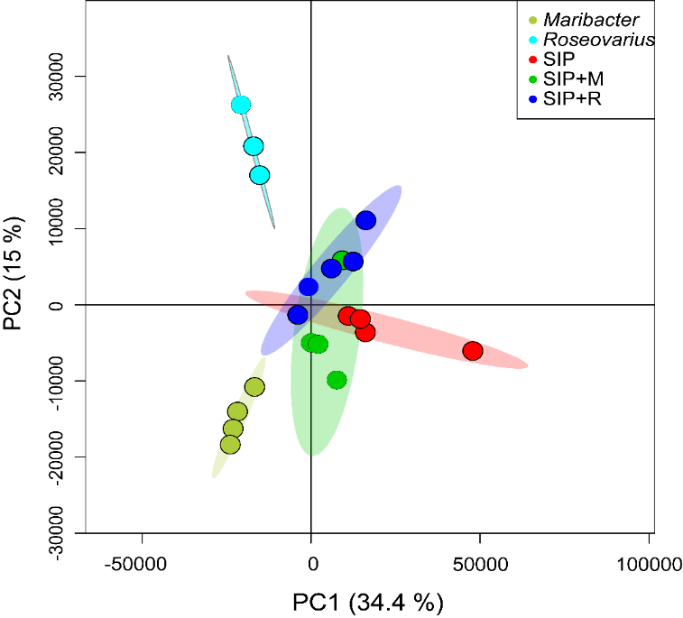

**Figure S3: PCA of exometabolome samples of SIP^+^-induced cultures and bacteria exudates.** Each dot represent a sample for each treatment. Red dots are axenic induced cultures, green dots are induced cultures treated with *Maribacter* sp. exudates, blue dots are induced cultures treated with *Roseovarius* sp. exudates, light blue dots are exudates from *Roseovarius* sp. cultures and light green dots are exudates from *Maribacter* sp.

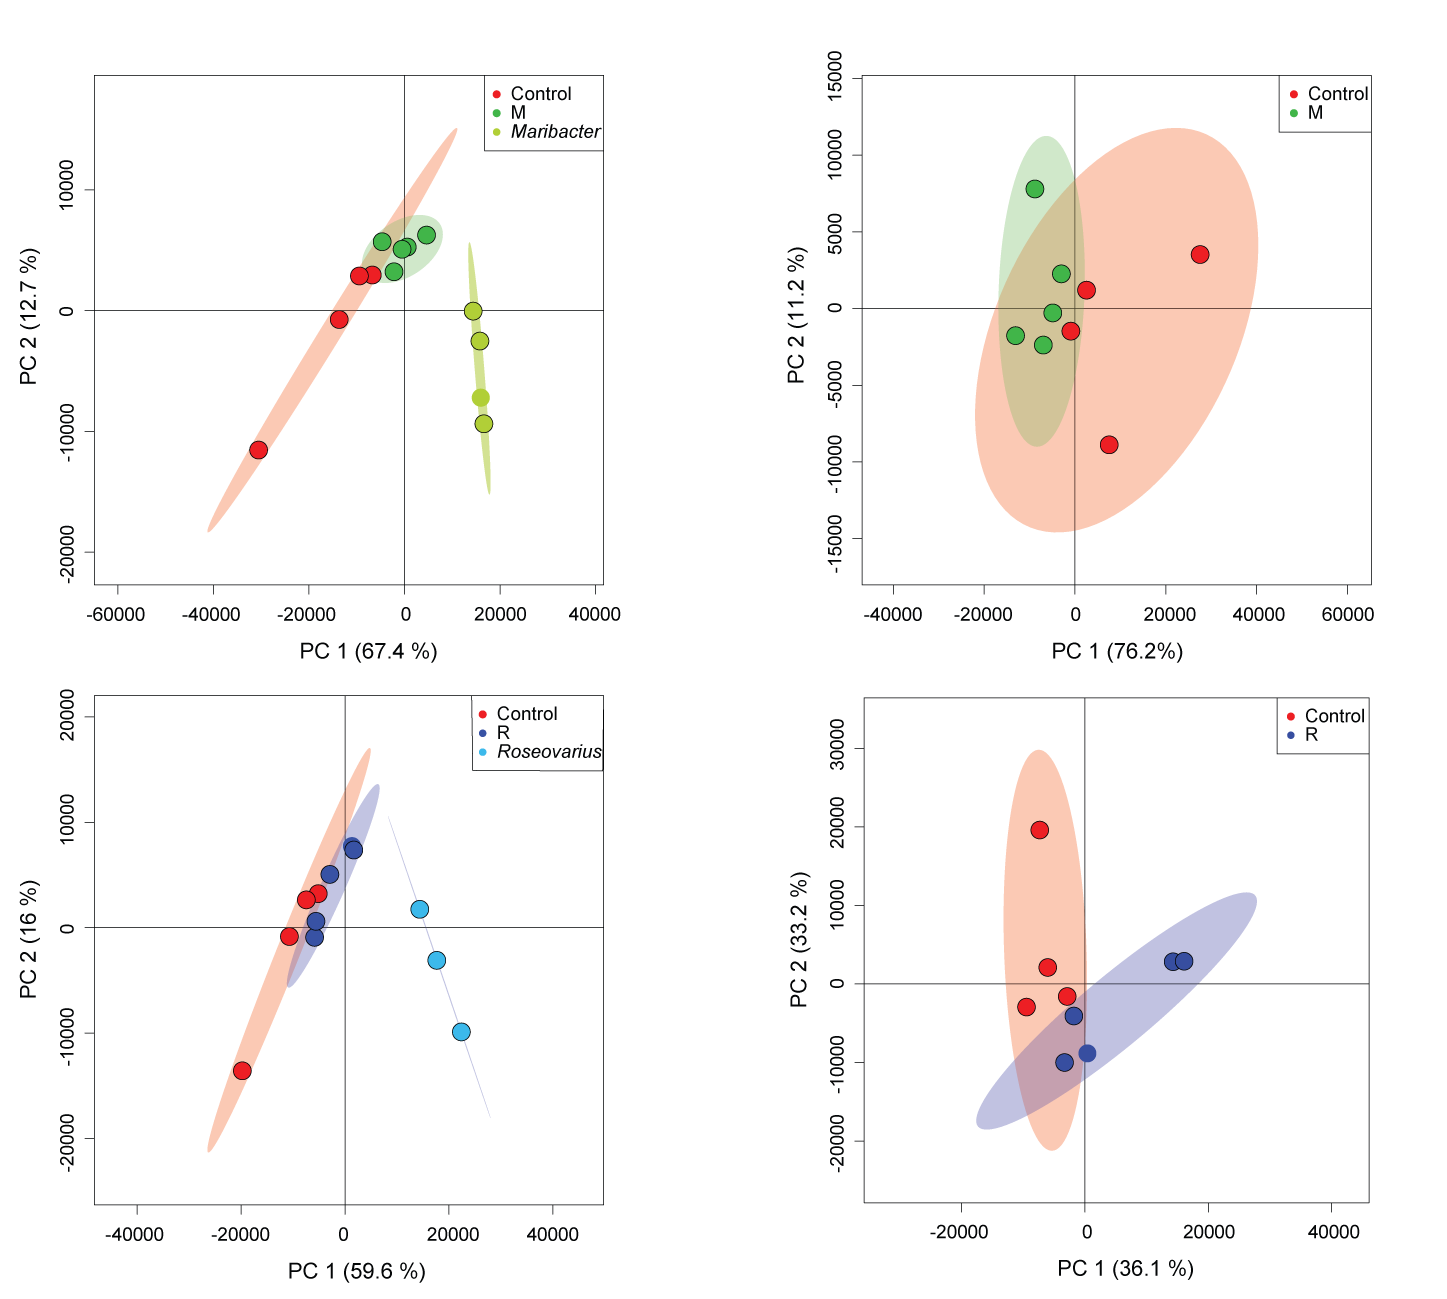

d

c

b

a

**Figure S4:** **PCA of exometabolome samples of non-induced cultures and bacteria exudates.** a) PCA of axenic control, axenic control + *Maribacter* sp. exudates (M) treatment and *Maribacter* sp. exudates, b) PCA of axenic control and axenic control + *Maribacter* sp. exudates (M) with subtraction of features from *Maribacter* sp. exudates, c) PCA of axenic control, axenic control + *Roseovarius* sp. exudates (R) and *Roseovarius* sp. exudates, d) PCA of axenic control and axenic control + *Roseovarius* sp. exudates (R) with subtraction of features from *Roseovarius* sp. exudates.

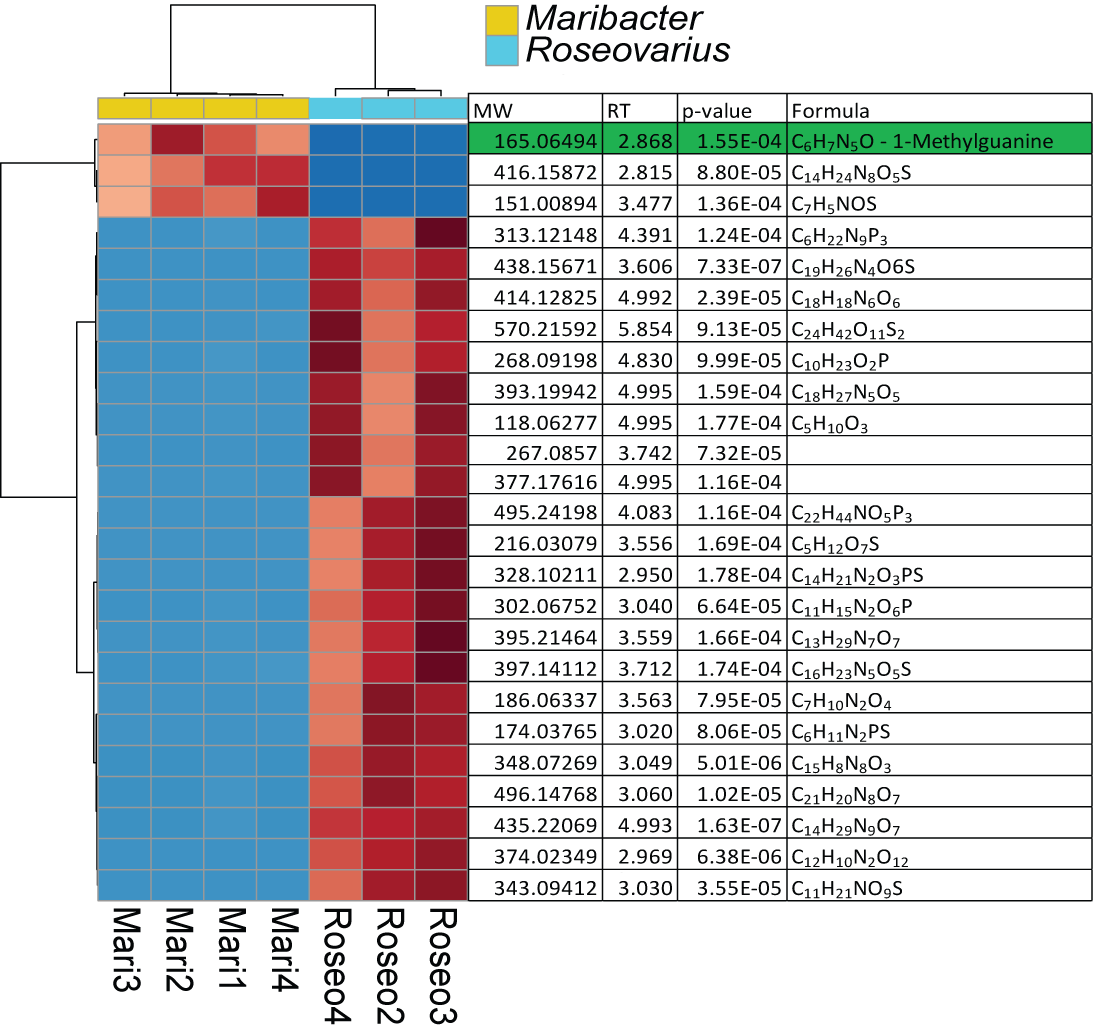

**Figure S5: Heatmaps of up- and downregulated exometabolites from *Maribacter* sp. exudates and *Roseovarius* sp. exudates.** Significance evaluated with a t-Test (α=0.05), hierarchical clustering is based on Euclidean distances and using Ward’s method. Red is for upregulated metabolites, blue is for downregulated metabolites.

**Table S1: GO enrichment results of genes upregulated in all SIP^+^-induced cultures compared to non-induced controls (SIP vs C, SIP+M vs M, SIP+R vs R).**

**Table S2: GO enrichment results of genes downregulated in all SIP^+^-induced cultures compared to non-induced controls (SIP vs C, SIP+M vs M, SIP+R vs R).**

**Table S3: Upregulated genes in presence of *Roseovarius* sp. exudates in SIP^+^-induced cultures (SIP+R vs SIP)**

**Table S4: GO enrichment of genes upregulated in presence of *Roseovarius* sp. exudates in SIP^+^-induced cultures (SIP+R vs SIP)**

**Table S5: Downregulated genes in presence of *Roseovarius* sp. exudates in SIP^+^-induced cultures (SIP+R vs SIP)**

**Table S6: GO enrichment of genes downregulated in presence of *Roseovarius* sp. exudates in SIP^+^-induced cultures (SIP+R vs SIP)**

**Table S7: Upregulated genes in presence of *Maribacter* sp. exudates in SIP^+^-induced cultures (SIP+M vs SIP).**

**Table S8: Downregulated genes in presence of *Maribacter* sp. exudates in SIP^+^-induced cultures (SIP+M vs SIP).**

**Table S9: GO enrichment of genes downregulated in presence of *Maribacter* sp. exudates both in presence and in absence of SIP^+^ (SIP+M vs SIP, M vs C).**

**Table S10: Upregulated genes in presence of both bacterial exudates in SIP^+^-induced cultures (SIP+M vs SIP and SIP+R vs SIP).**

**Table S11: GO enrichment of genes upregulated in presence of both bacteria exudates in SIP^+^-induced cultures (SIP+M vs SIP and SIP+R vs SIP).**

How the deposited data were processed for this re-analysis (not part of the article)

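RNA was analysed from 18 cultures of *S. robusta* MT- cells in 6 treatments with 3 cultures each: control (C), SIP+ (SIP), exudates of *Maribacter* sp. (M) or *Roseovarius* sp. (R), and SIP+ with either exudate (SIP + M, SIP + R). The 3 cultures of each treatment were those with the highest RNA quality among 5. According to the paper, libraries made with a stranded mRNA kit were sequenced as paired reads in 1 run. Reads were filtered with the FastX Toolkit and assigned to BRAKER1 gene models with Salmon in quasi-mapping mode, and transcript values were summed per gene with tximport in R 3.4.4. The authors then filtered genes by CPM, scaled libraries by TMM and fitted negative binomial models with edgeR.

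Both deposited tables hold estimated counts per gene and library, although their names speak of normalized counts and relative abundances. Their columns add up to 18794063 to 26437142 counts, 83.8% of values are whole numbers, and the largest difference between the tables on shared genes is 0. The full table has 35431 gene models, and the filtered one the 25557 genes with at least 1 CPM in at least 3 libraries. Column numbers were assigned to treatments from the sample records. Of the gene identifiers, 25458 of the filtered and 35107 of the full table were found in the reference table.

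Counts were rounded to whole numbers. The design named limma for normalized values and edgeR for counts, and since the tables hold counts, edgeR 4.0.16 in R 4.3.3 was used, with TMM factors, a model of 6 groups over all 18 libraries without a block, and the quasi-likelihood F test (glmQLFit, glmQLFTest). A gene was called at a Benjamini-Hochberg adjusted p (FDR) under 0.05 and an absolute LFC of 1 or more. LFCs are shrunken by edgeR's prior count of 0.125, and the SE is the absolute LFC divided by the square root of F. There were 11 comparisons, namely the 7 of Table 1, SIP + M vs. SIP + R, M vs. R and both interactions of SIP+ and exudate. Levels of genes are CPM after TMM scaling, as mean and SD of 3 cultures. For genes with 1 to 3 counts in a group, the ratio is given with a counting interval, and genes with 0 counts in a group are not named. That interval pools the libraries of a group and covers counting error alone. It leaves out differences between cultures and is therefore too narrow.

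Between replicates, chi-square per degree of freedom of the counts ranged from 37.5 to 229, so that culture differences exceed counting error. The median total was 22110511.5 counts. Libraries were compared by MDS of the 500 genes with the largest pairwise differences. Totals of all 144 chloroplast-encoded and 46 mitochondrion-encoded gene models of the full table, as CPM without TMM scaling, were compared by 2-sided exact permutation tests. Lists of genes were fixed from Table 2, the text and Tables S3, S7, S8 and S10: proline synthesis, meiosis, cyclic nucleotide enzymes, receptor-type guanylate cyclases, FCPs (the 28 genes of Table S7 with a chlorophyll A-B binding annotation), tetrapyrrole and chlorophyll synthesis, carotenoid and isoprenoid synthesis, nitrate assimilation, aromatic and branched-chain amino acid catabolism, fatty acid oxidation, glutathione transferases, flavodoxin-like quinone reductases, pirins, short-chain dehydrogenases, chaperones, other defense genes, all of Table S7, and organelle-encoded genes. Calls were counted over all genes and after adjusting over the list alone. Lists from Table S7 and organelle genes were tested as sets with camera (limma 3.58.1, preset correlation 0.01, and an estimated correlation) and fry, adjusted over 88 tests. Only incomplete copies of Tables S3, S8 and S10 were used, so they were not tested as sets, and 4 identifiers of Table 2 were read from its picture.

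Overlaps were compared with the number expected for independent lists, and correlations and covariances with 20 simulated data sets without effects that share controls as the comparisons do. These data sets had 1 spread per gene for all groups. Their overlap of called genes, 0, follows from the absence of effects and was not used. The spread and power were tested on simulated data in which 200 of 25557 genes were changed by a log_2_ fold of 1.5, 2 or 3, and with 1 to 6 false calls per comparison the test called, of those changed by 2, 43.3% in SIP vs. C, 34.3% in SIP + M vs. SIP, 28.4% in SIP + R vs. SIP and 31.3% in SIP + M vs. SIP + R. Other splits of the libraries were all 10 for 3 against 3 and 100 drawn regroupings for an interaction. Neighbours on a scaffold were genes with numbers up to 10 apart, compared with 10000 random draws in SIP + M vs. SIP.

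Alternatives set before the data were examined were prior counts of 0.5 and 5, no filter, a filter at 10 CPM, median-ratio factors, equal totals, quantile normalization, an FDR of 0.01, limma's treat, only the groups compared, a replicate block, DESeq2 1.42.0, library weights, each library left out in turn, MDS on all genes, camera with an estimated correlation and neighbours up to 50 apart. Quantile normalization, treat and weights were run with limma-trend, so that 2 choices change together. Added after seeing the data were glmTreat, the likelihood ratio test, limma-trend alone and nuclear genes alone for neighbours. Genes were named by a rule set before the data were examined, when the values in the paper's tables had been seen. It takes every gene the paper names by identifier in its text or Table 2, in each comparison of Table 1 the 10 largest rises and the 10 largest falls among called genes without overlap between groups and with an annotation in Tables S3, S5, S7, S8 or S10, up to 2 rises and 2 falls without annotation, and up to 4 members of each list with the largest absolute LFC. Enrichment of GO terms, the mating experiments, the metabolite data and the raw reads were not analysed here.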

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

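Of the tests in this part, those of normalization, carry-over of RNA without poly(A) tails, bacterial RNA and a joint rise of photosynthesis genes were chosen only after the chloroplast values had been seen, and the likelihood ratio test after the data had been seen.

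The response to SIP+ differed between cultures with and without exudates for 66 genes with *Maribacter* sp. and for 5 genes with *Roseovarius* sp. exudates by the interaction term of edgeR's quasi-likelihood test, and this difference between groups drew attention to them. With *Maribacter* sp. exudates, 36 interaction LFCs were positive and 30 negative, but the negative ones were more numerous in 8 of 16 other settings, among them 21 and 33 with median-ratio factors, 23 and 27 with no filter, 185 and 267 with DESeq2 and 168 and 177 with the likelihood ratio test, and in 13 of 18 fits without 1 library, among them 68 and 109 without SIP replicate 2 and 26 and 35 without M replicate 1. With equal totals there were 61 and 25. Among them, chosen after their values were seen, were the quinone reductase Sro849_g210500 (LFC = 6.54, SE 0.725, FDR = 0.00149), Sro1414_g270640 with an arabinose-binding domain (LFC = 3.73, SE 0.503, FDR = 0.00424) and the dispatched homolog Sro558_g166350 (LFC = −3.53, SE 0.502, FDR = 0.00519). The 5 genes with *Roseovarius* sp. exudates, chosen after their values were seen, all had negative interaction LFCs, whereas 3 genes with a positive and 6 with a negative one were called with equal totals, 11 and 10 with limma-trend and quantile normalization, 652 and 456 with limma-trend and library weights and 55 and 48 with the likelihood ratio test. They were Sro18_g012930 (LFC = −3.94, SE 0.482, FDR = 0.00669), Sro997_g229440, Sro287_g108540, the AhpD-like gene Sro444_g144310 and Sro558_g166350, and each of the last 4 lost its call without several single libraries. The count of 66 was 38 without C replicate 2, 28 without C replicate 3, 24 without SIP replicate 1, 177 without SIP replicate 2, 26 without SIP replicate 3, 41 without R replicate 2, 33 without R replicate 3, 39 without M replicate 2, 42 without SIP + R replicate 1, 26 without SIP + M replicate 1 and 30 without SIP + M replicate 3, and that of 5 was 1 without C replicate 1, 1 without C replicate 3, 2 without SIP replicate 1, 28 without SIP replicate 2, 3 without SIP replicate 3, 1 without R replicate 1, 2 without R replicate 2, 2 without R replicate 3, 8 without M replicate 2, 1 without SIP + R replicate 1, 1 without SIP + R replicate 2 and 3 without SIP + M replicate 3. In 100 regroupings of the libraries, the real one included, 15 gave at least the 66 genes (highest 4770) and 11 at least the 5 genes (highest 2260), but these regroupings do not decide whether chance can be excluded. Of the 14 others with at least 66 genes, 13 exchanged unequal numbers of libraries between exudate and control with and without SIP+, as did all 10 others with at least 5 genes, which carries the effect of the exudate itself into the interaction. In both cases the regrouping with the highest count exchanged 3 libraries under SIP+ and 0 without it, which reverses the effect of the exudate there and adds it to the effect without SIP+.

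Chloroplast-encoded genes, which the paper does not discuss as a group, had a higher total with exudates, by 2.18 on the log_2_ scale in SIP + M vs. SIP, by 1.83 in M vs. C and by 1.5 in SIP + R vs. SIP (exact permutation test, p = 0.1 each), and by 0.909 in R vs. C, where 2 of 3 R cultures lay above every C culture (p = 0.2). This signal in genes that the paper lists in part, 16 of them in Table S7, but does not discuss drew attention to them. Of the 62 genes tested, 34 rose in SIP + M vs. SIP (40 adjusted over the list alone, median LFC 1.67) and 30 in M vs. C (35 adjusted over the list alone, median 1.59), against 17 in SIP + R vs. SIP (25 adjusted over the list alone) and 9 in R vs. C (23 adjusted over the list alone). Those up in M vs. C included the gene of the large RuBisCO subunit, Sro51_chlor_g030120 (LFC = 3.73, SE 0.522, FDR = 0.000578). The count of 17 was 7 without SIP replicate 1, 10 without SIP replicate 2, 10 without SIP replicate 3, 10 without SIP + R replicate 1 and 6 without SIP + R replicate 2, and that of 9 was 1 without C replicate 1, 1 without C replicate 2, 1 without C replicate 3, 5 without SIP replicate 1, 1 without R replicate 1, 17 without R replicate 2, 1 without R replicate 3, 15 without M replicate 2, 18 without M replicate 3, 4 without SIP + R replicate 1, 5 without SIP + R replicate 2, 4 without SIP + M replicate 1 and 4 without SIP + M replicate 3. As a set the 62 genes were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 6.26e-19, but adjusted p = 0.159 with an estimated correlation). By fry, which makes no comparison with other genes, they moved on balance upwards (adjusted p = 0.00231). Between the exudates, 0 genes of any kind were called in SIP + M vs. SIP + R. The set was higher in SIP + M than in SIP + R by camera (adjusted p = 3.18e-10, but 0.321 with an estimated correlation), and fry did not pass (adjusted p = 0.175). In M vs. R the values were 8.03e-15 and 0.213 by camera and 0.103 by fry.

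Argued against for the chloroplast-encoded genes was normalization between libraries, since their median LFC in SIP + M vs. SIP was 1.47 and 1.61 with median-ratio factors and equal totals. Carry-over of RNA without poly(A) tails was argued against by the mitochondrion-encoded total, which changed by −0.35 in SIP + M vs. SIP (SE 0.342), with 3 of 3 SIP + M cultures having a chloroplast to mitochondrion ratio above every SIP culture. Bacterial RNA was argued against by 11 genes of the photosystems, the cytochrome complex between them and RuBisCO. They were taken from Tables S7 and S10, and so were chosen for a rise in SIP + M vs. SIP, and their median LFC was 3.31 in M vs. C, which shares no library with that comparison. A joint rise of nuclear and plastid genes for photosynthesis cannot be told apart from a response of plastid genes alone, because the FCPs had a median of −0.585 in R vs. C and 0.604 in M vs. C while R and C cultures overlapped. With SIP+ alone they did not move together. The mean log_2_ difference of the FCPs from C was −2.2, −2.52 and −3.17 in the SIP cultures. The chloroplast-encoded total changed by 0.122 in SIP vs. C (SE 0.187), a comparison that holds no exudate. A response of the diatom to exudates, the condition that the design varies, stays open and was not tested further. The exudates were filtrates of cultures in minimal medium with glucose, glycerol and ammonium nitrate, and the paper names no control given that medium. An effect of the medium cannot be told apart from one of bacterial products.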

How the results depend on the processing

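Of the alternatives in this part, glmTreat, the likelihood ratio test, limma-trend alone and the restriction of the neighbour test to nuclear genes were chosen only after the data had been seen. Of 32857 values of single genes under the alternatives, 29502 kept their side of the threshold, 3072 lost the call and 283 gained it. Among values called in the main fit or in the alternative, 0 changed sign. Changes of sign among values called in neither were not counted. Of 680 counts in fixed lists, 606 stayed within 1.5 times the count reported and 74 moved. Of 88 set tests, 33 kept their side of the threshold with a correlation estimated from the data and 55 lost it. Of 615 values of counts and summaries, 420 stayed within that range, 194 moved and 1 reversed. With prior counts of 0.5 and 5, median-ratio factors and no filter, every count over all genes, with higher and lower genes added up, stayed within 1.5 times the count reported. By direction, the 89 genes down in R vs. C were 47 with no filter, and the 36 positive interactions with *Maribacter* sp. exudates were 23 with no filter and 21 with median-ratio factors. Equal totals shifted the median LFC of all genes by −0.383 in M vs. C and −0.207 in M vs. R, and turned 914 up and 497 down into 543 and 782 in M vs. C and 67 and 60 into 40 and 66 in M vs. R. They shifted it by −0.146 in SIP vs. C, −0.148 in SIP + M vs. SIP, −0.172 in R vs. C, −0.122 in SIP + M vs. SIP + R, 0.227 in the interaction with *Maribacter* sp. and 0.14 in that with *Roseovarius* sp. exudates, and it shifted by −0.117 in the interaction with *Maribacter* sp. exudates with median-ratio factors and DESeq2 and by 0.109 in SIP + M vs. M with quantile normalization. The value that reversed was the gap between cultures with and without exudates on the second axis of the MDS plot, 0.296 with 500 genes and −0.114 with all genes. The numbers of genes that moved beyond that range follow by setting. Apart from thresholds and tests that are stricter by construction, the cause of these moves was not tested.

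With at least 10 CPM in at least 3 libraries, a filter that leaves fewer genes, the counts were 3876 in SIP vs. C, 2181 in SIP + M vs. M, 2619 in SIP + R vs. R, 928 in M vs. C, 529 in SIP + R vs. SIP, 65 in M vs. R, 12 in the interaction with *Roseovarius* sp., 5456 in any comparison of Table 1, 459 in all 3 SIP+ comparisons (up), 1177 in all 3 SIP+ comparisons (down), 314 in both exudates under SIP+ (up) and 201 in *Maribacter* sp. exudates with and without SIP+ (up). With equal totals in place of TMM they were 9 in the interaction with *Roseovarius* sp. and 195 in *Maribacter* sp. exudates with and without SIP+ (up). At an FDR under 0.01, which is stricter by construction, they were 4091 in SIP vs. C, 2227 in SIP + M vs. M, 2697 in SIP + R vs. R, 484 in M vs. C, 892 in SIP + M vs. SIP, 140 in R vs. C, 320 in SIP + R vs. SIP, 34 in M vs. R, 15 in the interaction with *Maribacter* sp., 1 in the interaction with *Roseovarius* sp., 5423 in any comparison of Table 1, 436 in all 3 SIP+ comparisons (up), 200 in both exudates under SIP+ (up), 23 in both exudates under SIP+ (down), 115 in *Maribacter* sp. exudates with and without SIP+ (up) and 66 in *Roseovarius* sp. exudates with and without SIP+ (up). In a model of only the groups compared, which has fewer samples, they were 667 in M vs. C, 659 in SIP + M vs. SIP, 1214 in R vs. C, 143 in SIP + R vs. SIP, 33 in M vs. R, 11 in the interaction with *Maribacter* sp., 8 in the interaction with *Roseovarius* sp., 521 in all 3 SIP+ comparisons (up), 109 in both exudates under SIP+ (up), 6 in both exudates under SIP+ (down), 94 in *Maribacter* sp. exudates with and without SIP+ (up) and 84 in *Roseovarius* sp. exudates with and without SIP+ (up). With a replicate block by culture number, although the numbers do not pair the cultures, they were 83 in M vs. R, 30 in the interaction with *Maribacter* sp. and 2 in the interaction with *Roseovarius* sp. With DESeq2 they were 2472 in M vs. C, 3542 in SIP + M vs. SIP, 1340 in R vs. C, 1697 in SIP + R vs. SIP, 319 in SIP + M vs. SIP + R, 764 in M vs. R, 452 in the interaction with *Maribacter* sp., 180 in the interaction with *Roseovarius* sp., 837 in both exudates under SIP+ (up), 343 in both exudates under SIP+ (down), 603 in *Maribacter* sp. exudates with and without SIP+ (up) and 423 in *Roseovarius* sp. exudates with and without SIP+ (up). With limma-trend and quantile normalization, where 2 choices change together, they were 779 in R vs. C, 7 in SIP + M vs. SIP + R, 200 in the interaction with *Maribacter* sp. and 21 in the interaction with *Roseovarius* sp. With limma-trend and treat, which tests for an absolute LFC above 1, they were 2302 in SIP vs. C, 1364 in SIP + M vs. M, 1659 in SIP + R vs. R, 190 in M vs. C, 252 in SIP + M vs. SIP, 81 in R vs. C, 105 in SIP + R vs. SIP, 26 in M vs. R, 21 in the interaction with *Maribacter* sp., 0 in the interaction with *Roseovarius* sp., 2958 in any comparison of Table 1, 244 in all 3 SIP+ comparisons (up), 833 in all 3 SIP+ comparisons (down), 81 in both exudates under SIP+ (up), 1 in both exudates under SIP+ (down), 36 in *Maribacter* sp. exudates with and without SIP+ (up) and 33 in *Roseovarius* sp. exudates with and without SIP+ (up). With limma-trend and library weights they were 3103 in M vs. C, 8259 in SIP + M vs. SIP, 2492 in R vs. C, 4260 in SIP + R vs. SIP, 1422 in SIP + M vs. SIP + R, 2494 in the interaction with *Maribacter* sp., 1108 in the interaction with *Roseovarius* sp., 16389 in any comparison of Table 1, 2253 in both exudates under SIP+ (up), 983 in both exudates under SIP+ (down), 933 in *Maribacter* sp. exudates with and without SIP+ (up) and 739 in *Roseovarius* sp. exudates with and without SIP+ (up). With limma-trend alone, chosen after seeing the data, the count was 8 in the interaction with *Roseovarius* sp. With glmTreat, chosen after seeing the data, they were 3251 in SIP vs. C, 1838 in SIP + M vs. M, 2212 in SIP + R vs. R, 332 in M vs. C, 530 in SIP + M vs. SIP, 107 in R vs. C, 190 in SIP + R vs. SIP, 34 in M vs. R, 15 in the interaction with *Maribacter* sp., 1 in the interaction with *Roseovarius* sp., 4235 in any comparison of Table 1, 326 in all 3 SIP+ comparisons (up), 1058 in all 3 SIP+ comparisons (down), 120 in both exudates under SIP+ (up), 10 in both exudates under SIP+ (down), 75 in *Maribacter* sp. exudates with and without SIP+ (up) and 49 in *Roseovarius* sp. exudates with and without SIP+ (up). With the likelihood ratio test of edgeR, chosen after seeing the data, they were 2204 in M vs. C, 1142 in R vs. C, 1518 in SIP + R vs. SIP, 144 in SIP + M vs. SIP + R, 594 in M vs. R, 345 in the interaction with *Maribacter* sp., 103 in the interaction with *Roseovarius* sp., 842 in both exudates under SIP+ (up), 225 in both exudates under SIP+ (down), 540 in *Maribacter* sp. exudates with and without SIP+ (up) and 381 in *Roseovarius* sp. exudates with and without SIP+ (up).

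When each culture was left out in turn, the counts that moved beyond 1.5 times were 535 to 2806 in M vs. C, 872 to 3450 in SIP + M vs. SIP, 110 to 759 in R vs. C, 499 to 1040 in SIP + R vs. SIP, 0 to 1 in SIP + M vs. SIP + R, 34 to 470 in M vs. R, 24 to 177 in the interaction with *Maribacter* sp., 1 to 28 in the interaction with *Roseovarius* sp., 280 to 615 in both exudates under SIP+ (up), 33 to 216 in both exudates under SIP+ (down), 155 to 568 in *Maribacter* sp. exudates with and without SIP+ (up) and 66 to 241 in *Roseovarius* sp. exudates with and without SIP+ (up). The spread of the 2 cultures left in a group is then assumed to vary like the other groups. The table named for relative abundances was not run as input, since it holds the same estimated counts. Depth limits above all genes with 1 to 3 counts in a group, whose ratios depend on the prior count and are given with counting intervals.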

Differences from the paper's values

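Among the comparisons in this part, only those with glmTreat were chosen after the values had been seen. The paper's methods state an FDR of 0.01 and an absolute LFC of 1, and its results and table legends an FDR of 0.05 with the same LFC, and the counts set beside the paper's use an FDR under 0.05. In SIP vs. C 2698 genes were called up against the paper's 983 (within 1.5 times: 1457 with a minimum of 10 CPM and 1389 with an FDR under 0.01). In SIP vs. C 3957 genes were called down against the paper's 2269 (within 1.5 times: 2419 with a minimum of 10 CPM, 2702 with an FDR under 0.01, 3227 with only the groups compared, 1713 with limma-trend and treat, 3261 without C replicate 1, 3234 without C replicate 3 and 3219 without SIP replicate 1). In SIP + M vs. M 1379 genes were called up against the paper's 484 (within 1.5 times: 706 with a minimum of 10 CPM, 672 with an FDR under 0.01 and 348 with limma-trend and treat). In SIP + M vs. M 2414 genes were called down against the paper's 1357 (within 1.5 times: 1475 with a minimum of 10 CPM, 1966 with equal totals, 1555 with an FDR under 0.01, 1818 with only the groups compared, 1016 with limma-trend and treat, 1750 without SIP + M replicate 1 and 1962 without SIP + M replicate 3). In SIP + R vs. R 1696 genes were called up against the paper's 613 (within 1.5 times: 849 with a minimum of 10 CPM and 835 with an FDR under 0.01). In SIP + R vs. R 2771 genes were called down against the paper's 1600 (within 1.5 times: 1770 with a minimum of 10 CPM, 1862 with an FDR under 0.01, 1257 with limma-trend and treat, 2377 without R replicate 1, 2284 without R replicate 2, 2348 without R replicate 3, 2251 without SIP + R replicate 1, 2308 without SIP + R replicate 2 and 2033 without SIP + R replicate 3).

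In M vs. C 914 genes were called up against the paper's 268 (within 1.5 times: 328 with an FDR under 0.01 and 345 without C replicate 1). In M vs. C 497 genes were called down against the paper's 63, with no alternative set before the data were examined within 1.5 times. In SIP + M vs. SIP 1594 genes were called up against the paper's 406 (within 1.5 times: 496 with only the groups compared). In SIP + M vs. SIP 704 genes were called down against the paper's 124 (within 1.5 times: 163 with only the groups compared). In R vs. C 407 genes were called up against the paper's 105 (within 1.5 times: 127 with an FDR under 0.01, 81 with limma-trend and treat, 96 without C replicate 1 and 157 without R replicate 1). In R vs. C 89 genes were called down against the paper's 2, with no alternative set before the data were examined within 1.5 times. In SIP + R vs. SIP 812 genes were called up against the paper's 180 (within 1.5 times: 136 with only the groups compared). In SIP + R vs. SIP 137 genes were called down against the paper's 10 (within 1.5 times: 7 with only the groups compared). In at least 1 comparison 9565 genes were DE against the paper's 4225 (within 1.5 times: 5456 with a minimum of 10 CPM, 5423 with an FDR under 0.01 and 2958 with limma-trend and treat). That is 37.4% of genes against the paper's 16.6% (within 1.5 times: 21.2 with an FDR under 0.01 and 11.6 with limma-trend and treat). Up in all 3 comparisons with SIP+ were 829 genes against the paper's 329 (within 1.5 times: 459 with a minimum of 10 CPM, 436 with an FDR under 0.01 and 244 with limma-trend and treat).

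With the other alternatives set before the data were examined, namely prior counts of 0.5 and 5, no filter, median-ratio factors, quantile normalization, the replicate block, DESeq2, library weights and the settings and libraries not named beside a value, these numbers stayed more than 1.5 times apart from the paper's. With glmTreat at an absolute LFC of 1 and an FDR under 0.05, chosen after seeing the values, the counts up and down were 982 and 2269 in SIP vs. C, 481 and 1357 in SIP + M vs. M, 614 and 1598 in SIP + R vs. R, 269 and 63 in M vs. C, 406 and 124 in SIP + M vs. SIP, 105 and 2 in R vs. C, and 180 and 10 in SIP + R vs. SIP, with 4235 genes (16.6%) in at least 1 comparison and 326 up in all 3 comparisons with SIP+, and of the 286 genes the paper calls in Table S7 it drops 1. With glmTreat all 16 counts set beside the paper's were within 1.5 times of them, so the gaps above go with the test used. The paper names no test against a fold threshold. The LFCs of Tables S3, S5, S7, S8 and S10 were within 0.0957 of those computed here.

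The paper states that the receptor-type guanylate cyclases of Table S7 were not DE with *Roseovarius* sp. exudates or in axenic conditions, without naming the comparisons. Here 3 of these 7 rose in SIP + R vs. SIP (0 with glmTreat, chosen after seeing the values, 0 without SIP replicate 1 or SIP + R replicate 3, and 1 without SIP replicate 3 or SIP + R replicate 2), and 2 of the 7 fell in SIP vs. C (0 with glmTreat). It states that neither exudate affected early meiosis significantly. Here *MSH4* (Sro552_g165070) and *MCM8* (Sro371_g128600) did not pass the test in SIP + M vs. SIP or SIP + R vs. SIP, whereas *MRE11* (Sro13_g010240) was lower in SIP + M than in SIP (LFC = −1.20, SE 0.36, FDR = 0.046), though with glmTreat, chosen after seeing the values, 0 of the 3 genes were called. The call of *MRE11* in SIP + M vs. SIP ended without C replicate 2 (−1.20), SIP replicate 2 (−1.05), SIP replicate 3 (−1.08), R replicate 2 (−1.20), R replicate 3 (−1.20), SIP + R replicate 2 (−1.20), SIP + M replicate 1 (−1.17), SIP + M replicate 2 (−1.11) and SIP + M replicate 3 (−1.39), with the LFC in parentheses. Table 2 gives no fold change for *MCM8* in SIP + M vs. M and for *MSH4* and the cyclic nucleotide gene Sro991_g228730 in SIP + R vs. R, and here these passed edgeR's quasi-likelihood test (LFC = 1.82, 1.93 and 3.57) but not glmTreat, chosen after seeing the values. The call of Sro991_g228730 in SIP + R vs. R ended without C replicate 3 (3.54), SIP replicate 1 (3.55), R replicate 1 (3.09), R replicate 3 (3.16), SIP + R replicate 2 (3.58), SIP + R replicate 3 (2.98) and SIP + M replicate 1 (3.55) and moved without R replicate 2 (5.46), with the LFC in parentheses.

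The paper states that replicates with exudates lay closer together when induced. In the MDS plot of 500 genes the mean distance was 0.669 in SIP + M against 1.33 in M, and 0.834 in SIP + R against 0.865 in R. With all genes it was 0.274 in SIP + M against 0.535 in M, but 0.322 in SIP + R against 0.138 in R, and the mean Spearman correlation across genes was 0.945 in SIP + R and 0.952 in R. It states that cultures with *Roseovarius* sp. exudates upregulated proline synthesis. Here *P5CS* (Sro2012_g310890) and *PC5* (Sro216_g089310) rose in SIP + R vs. R (LFC = 6.89 and 4.46) but did not pass the test in SIP + R vs. SIP (LFC = 0.62 and −0.01).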

Other observations

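Among the tests in this part, the one of the spread between replicates was chosen only after the result had been seen, as were the likelihood ratio test, limma-trend alone and the restriction of the neighbour test to nuclear genes.

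Genes for the uptake and reduction of nitrate rose with *Maribacter* sp. exudates under SIP+. Exudates were filtrates of bacterial cultures in a minimal medium with ammonium nitrate, and the paper names no control given that medium. Its effect on these genes cannot be told apart from that of bacterial products. Sro29_g019240, a nitrate transporter, rose from 0.173 ± 0.191 CPM in SIP to 3.33 ± 1.59 CPM in SIP + M (LFC = 4.26, SE 0.959, FDR = 0.0102 from edgeR's quasi-likelihood test) and from 0.124 ± 0.122 CPM in C to 4.92 ± 3.28 CPM in M (LFC = 5.34, SE 1.01, FDR = 0.00483). The ferredoxin-nitrite reductase Sro70_g038780 fell with SIP+ alone (SIP vs. C, LFC = −2.08, SE 0.552, FDR = 0.00962) and rose in SIP + M vs. SIP (LFC = 3.31, SE 0.576, FDR = 0.00211). Sro961_g224910, a NirD subunit of nitrite reductase, also fell in SIP vs. C (FDR = 0.000593) and rose in SIP + M vs. SIP (LFC = 2.06). The glutamine synthetase Sro248_g098450, which fixes ammonium to glutamate, rose with both exudates under SIP+ (SIP + M vs. SIP, LFC = 3.27, and SIP + R vs. SIP, LFC = 3.56). Of these 4 genes of Table S7, a list the study chose on these samples, 4 rose in SIP + M vs. SIP (4 adjusted over the list alone), 2 in M vs. C (2 adjusted over the list alone) and 1 in SIP + R vs. SIP (2 adjusted over the list alone). As a set they were higher than other genes in SIP + M vs. SIP (camera, adjusted p = 1.63e-05, but adjusted p = 0.0718 with an estimated correlation). The call of Sro248_g098450 in SIP + M vs. SIP ended without SIP + M replicate 1 (2.79), with the LFC in parentheses.

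Sro56_g032810, a pirin, of a family of cupin proteins that includes a quercetin dioxygenase, had 0.1 ± 0.0945 CPM in C, 0.585 ± 0.443 CPM in M and 7.99 ± 2.32 CPM in R (M vs. R, LFC = −3.78, SE 0.54, FDR = 0.00265 from edgeR's quasi-likelihood test). Under SIP+ it had 0.0903 ± 0.00623 CPM in SIP, 15.4 ± 5.98 CPM in SIP + M (LFC = 7.33, SE 0.668, FDR = 2.39e-05) and 13.9 ± 1.94 CPM in SIP + R (LFC = 7.19, SE 0.665, FDR = 2.47e-05). Of 4 pirins from an incomplete copy of Table S10, a list the study chose on these samples, 4 rose in SIP + M vs. SIP and 4 in SIP + R vs. SIP, and 2 were lower in M than in R (3 adjusted over the list alone). Other genes that differed between M and R, chosen after their values were seen, were an alcohol dehydrogenase-like gene, Sro19_g013310 (LFC = 4.29, SE 0.545, FDR = 0.00143), and a gene with an indoleamine dioxygenase domain, Sro52_g030840 (LFC = −3.42, SE 0.513, FDR = 0.00379). Of 6 mitochondrion-encoded genes, 0 passed edgeR's quasi-likelihood test in any of the 11 comparisons (0 adjusted over the list alone).

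Between SIP + M and SIP + R, 0 genes passed edgeR's quasi-likelihood test, next to 2340 at an unadjusted p under 0.05, 319 with DESeq2, 144 with the likelihood ratio test of edgeR, 0 with limma-trend and 1422 with limma-trend and library weights. In simulated data with 200 of 25557 genes changed, 31.3% of those changed by a log_2_ fold of 2 were called. A spread like the simulated one can thus hide most differences of that size. Of genes changed by 3, 77.3% were called, so fewer of these would be hidden. As 21 of 67 and 51 of 66 genes were called, as many changes of these sizes as simulated would not be expected to give a count of 0. Of the genes up in M vs. C, 84.9% had a positive LFC in SIP + R vs. SIP, which shares no library with it, against 46.5% of all genes, and this is consistent with exudates that move the same genes. Both exudates came in the same minimal medium, so a shared response to the medium cannot be told apart from one to bacterial products. How much of the count of 0 each explanation accounts for stays open.

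Genes DE in SIP + M vs. SIP lay next to each other on scaffolds more often than random genes, a question set before the data were examined. There were 284 pairs with gene numbers up to 10 apart against 154 expected (1.84 times), and the highest of 10000 random draws was 194, which argues against chance placement (permutation p = 1e-04, the smallest these draws can give). Among nuclear genes alone there were 268 pairs against 150 expected, and with gene numbers up to 50 apart 662 against 552. Tandem copies with 1 shared annotation cannot be told apart from other causes, because among the neighbours in Table S7 only 12 pairs had both annotations, and 1 of them (8.33%, exact interval 0.211% to 38.5%) had the same one. Annotations counted as the same only where their wording was identical. The neighbouring FCP genes Sro823_g207590 and Sro823_g207600 therefore counted as different. 6 of 16 neighbouring pairs there were chloroplast-encoded.

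Other splits of the 3 against 3 libraries of a comparison are too few, 10 with the real one, for a share under 0.05. The real counts were 6655 in SIP vs. C, 3793 in SIP + M vs. M, 4467 in SIP + R vs. R, 1411 in M vs. C, 2298 in SIP + M vs. SIP, 496 in R vs. C, 949 in SIP + R vs. SIP, 0 in SIP + M vs. SIP + R and 127 in M vs. R. As many genes were called by 1 of the 10 splits, the real one, in each comparison except SIP + M vs. SIP + R, where all 10 gave 0. The highest count of another split was 0 in each comparison except SIP + M vs. M, where it was 259.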
